# Coordinated bacterial and plant sulfur metabolism in *Enterobacter* sp. SA187–induced plant salt stress tolerance

**DOI:** 10.1073/pnas.2107417118

**Published:** 2021-11-11

**Authors:** Cristina Andrés-Barrao, Hanin Alzubaidy, Rewaa Jalal, Kiruthiga G. Mariappan, Axel de Zélicourt, Ameerah Bokhari, Olga Artyukh, Khairiah Alwutayd, Anamika Rawat, Kirti Shekhawat, Marília Almeida-Trapp, Maged M. Saad, Heribert Hirt

**Keywords:** RNA-Seq, plant–microbe interaction, plant growth–promoting bacteria, salt stress, sulfur metabolism

## Abstract

*Enterobacter* sp. SA187 is a root endophytic bacterium that maintains growth and yield of plants under abiotic stress conditions. In this work, we compared the metabolic wirings of Arabidopsis and SA187 in the free-living and endophytic interaction states. The interaction of SA187 with Arabidopsis induced massive changes in bacterial gene expression for chemotaxis, flagellar biosynthesis, quorum sensing, and biofilm formation. Besides modification of the bacterial carbon and energy metabolism, various nutrient and metabolite transporters and the entire sulfur pathway were up-regulated. Under salt stress, Arabidopsis resembled plants under sulfate starvation but not when colonized by SA187, which reprogramed the sulfur regulon of Arabidopsis. In accordance, salt hypersensitivity of multiple Arabidopsis sulfur metabolism mutants was partially or completely rescued by SA187 as much as by the addition of sulfate, L-cysteine, or L-methionine. Many components of the sulfur metabolism that are localized in the chloroplast were partially rescued by SA187. Finally, salt-induced accumulation of reactive oxygen species as well as the hypersensitivity of LSU mutants were suppressed by SA187. LSUs encode a central regulator linking sulfur metabolism to chloroplast superoxide dismutase activity. The coordinated regulation of the sulfur metabolic pathways in both the beneficial microorganism and the host plant is required for salt stress tolerance in Arabidopsis and might be a common mechanism utilized by different beneficial microbes to mitigate the harmful effects of different abiotic stresses on plants.

## Significance

Although plant growth–promoting bacteria (PGPB) enhance the performance of plants, only a few mechanisms have been identified so far. We show that the sulfur metabolisms in both PGPB *Enterobacter* sp. SA187 and Arabidopsis plants play a key role in plant salt stress tolerance. Salt stress induces a sulfur starvation response in plants that is attenuated by SA187. Arabidopsis sulfur metabolic mutants are hypersensitive to salt stress but can be rescued by SA187. Most plant sulfur metabolism occurs in chloroplasts and is linked to stress-induced accumulation of reactive oxygen species that is suppressed by SA187. This work reveals that plant salt stress tolerance requires the coordinated regulation of the sulfur metabolic pathways in both beneficial microbe and host plant.

Plant growth–promoting bacteria (PGPB) have the capability to establish mutualistic associations with plants resulting in the increase of plant growth. PGPB can use different strategies to reduce the vulnerability of plants to biotic and abiotic environmental stresses (1). PGPB can live in the soil (rhizosphere) surrounding the plant roots, epiphytically attached to roots, stems, or leaves surfaces, or as endophytes inside plant tissues. PGPB are able to promote the growth of plants by different mechanisms such as nutrient uptake from soil (phosphate, nitrogen, iron, etc.), modulation of plant hormone levels (auxins, ethylene, abscisic acid, etc.), or enhancement of plant resistance to pathogens by the activation of defense mechanisms referred to as Induced Systemic Resistance (ISR) or the production of antimicrobials (2, 3). During the last decades, PGPB have gained interest as biotechnological tools with applications in agriculture as alternatives to traditional chemical fertilizers and pesticides (4).

Monitoring the modifications in metabolic pathways is a powerful approach to identify factors and regulatory processes involved in beneficial plant–microbe interaction (5). Upon interaction of PGPB with host plants, a global alteration of gene expression and metabolic pathways is triggered in both interacting organisms. RNA sequencing (RNA-Seq) has proved to provide highly accurate and sensitive transcriptional profiling of both microbes and host plants and has contributed to substantial gain in biological insight on both sides of the interaction (6–8). Nevertheless, the application of RNA-Seq in the context of plant–microbe interactions has focused on the host plant responses (9–12). A number of studies have investigated transcriptome changes in different PGPB species cultured under conditions intended to mimic an endophytic lifestyle (13–20). However, studies on the transcriptional changes in PGPB upon host interaction under *in planta* conditions remains limited (21).

During the last years, the potential of the endogenous microbiomes of desert plants has been investigated for their use as biofertilizers (22, 23). Strains isolated from desert plants have proven their efficiency in promoting growth of agronomic important crops such as canola, cucumbers, and alfalfa (24, 25). One of these strains, *Enterobacter* sp. SA187, is an endophytic PGPB that was isolated from root nodules of the endogenous desert plant *Indigofera argentea*, from the Jizan region in Saudi Arabia (26). SA187 has been described to promote multistress tolerance under desert farming conditions in the crop plant alfalfa and under laboratory conditions in the model plant Arabidopsis (12). Our recent report on Arabidopsis demonstrated that the promotion of salt stress tolerance by SA187 is mediated through activation of the plant ethylene signaling pathway. Furthermore, the results suggested that SA187 induces salt stress tolerance by producing 2-keto-4-methylthiobutyric acid (KMBA) (12), which is known to be converted into ethylene *in planta* (27). To expand our understanding on the molecular mechanisms underlying the beneficial association of SA187 with Arabidopsis, we here compare the transcriptomes of SA187 and Arabidopsis before and after establishing functional interaction under both normal and salt stress conditions. We show that the endophytic colonization of Arabidopsis by SA187 is accompanied by a genetic reprogramming of host and bacterial primary and secondary metabolic pathways, revealing the bacterial and plant sulfur metabolic pathways as key players in the beneficial plant–microbe interaction.

## Results

### Reprogramming of the SA187 Metabolic Pathways by Interaction with Arabidopsis.

#### SA187 transcriptome analysis upon colonization of Arabidopsis*.*

To understand the processes that are induced by the endophytic interaction with Arabidopsis roots in SA187, RNA-Seq analysis was performed as shown in Fig. 1*A*. SA187 interaction with Arabidopsis roots was evaluated by electron microscopy (*SI Appendix*, Fig. S1*A*) and bacterial proliferation levels, which were similar under both nonsalt and salt conditions, were assessed by qRT-PCR (*SI Appendix*, Fig. S1*B*). Approximately, 16 to 20 million paired-end reads were obtained from the single bacterial and 60 to 82 million reads from dual SA187-Arabidopsis RNA-Seq (*SI Appendix*, Table S1). Due to the small bacteria/plant ratio in the RNA obtained from dual samples, the majority of sequencing reads mapped to the Arabidopsis TAIR10 (The Arabidopsis Information Resource) genome, with only <1% of bacterial reads (*SI Appendix*, Table S1). Despite the small number of bacterial reads obtained, the analysis of sequencing depth confirmed the quality of all RNA-Seq libraries (*SI Appendix*, Fig. S1*C*). Pearson’s linear regression coefficients, FPKM (fragment per kilobase per million mapped reads) profiles, and the distribution of mapped reads showed a good correlation among the biological replicates (*R*^2^ > 0.98 and ∼0.90 for free-living and endophytic samples, respectively) with the exception of replicate SB1 (*R*^2^ = 0.73), which was hence excluded from further analysis (*SI Appendix*, Fig. S1 *D* and *E*).

**Fig. 1.**
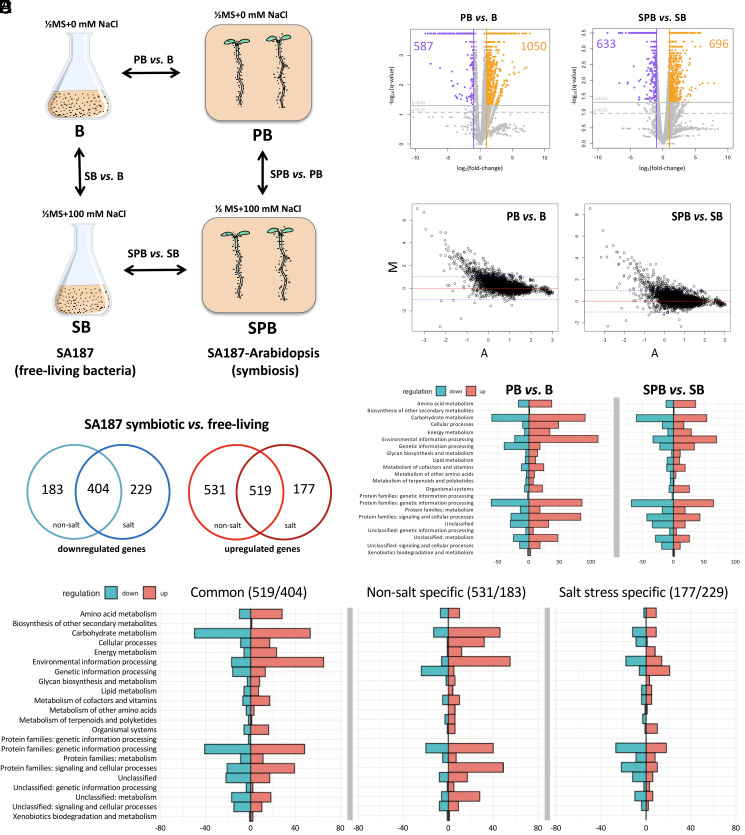
Scheme of experimental setup: SA187 was incubated in 1/2MS without (B) or with 100 mM NaCl (SB) for 4 h at 28 °C. Arabidopsis seedlings were germinated for 5 d, with or without SA187 before transfer to fresh 1/2MS plates for 12 d without (P, PB) or with 100 mM NaCl (SP, SPB) and vertically grown for 12 d (22 °C, 16/8 h light/dark cycle) (*A*). Volcano plots of SA187 DEGs in free-living and endophytic conditions with and without salt: to analyze the effect of salinity, SA187 in 1/2MS + 100 mM NaCl (salt stress) was compared to SA187 grown in 1/2MS (mock) in both free-living and plant-associated conditions (*B*). MA plots: representation of the gene expression fold change (M-axis) versus the mean gene expression values (A-axis) for each comparison. Dotted blue line marks the differential expression fold change = 2 [log2(fold change) = 1], those genes showing M > 1 as up-regulated and M < −1 as down-regulated. M = log2(log10(FPKM2)/(log10(FPKM1)), A = 1/2log2(log10(FPKM1)*log10(FPKM2)). Zero values of FPKM were ignored. Scatter plots were generated with R (Rstudio version 1.0.136) (*C*). Venn diagram showing up- and down-regulated genes that are common or specific for mock and salt stress conditions, comparing SA187 endophytic to free-living state (q-value <0.05) (*D*). KO functional analysis: metabolic processes regulated in response to the adaptation to the plant-associated lifestyle under nonsalt (PB versus B) and salt stress conditions (SPB versus SB) (*E*). Metabolic processes up- and down-regulated in response to plant associations that are common in both control and salt stress conditions (*Left*) or specific to control condition (*Center*) or salt stress (*Right*) (*F*). *y*-axis = KEGG functional categories. *x*-axis = number of genes or KO identifiers in KEGG knowledgebase from each subset of regulated genes in our analysis. Up-regulated metabolic processes are in red and down-regulated in blue.

By applying a differential expression cutoff of q-value = 0.05 and fold change >2, RNA-Seq data revealed that the endophytic interaction of SA187 with Arabidopsis induced significant changes in the bacterial transcriptome irrespective of the presence or absence of salt. Under nonsalt conditions, endophytic SA187 showed 1,050 genes up-regulated and 587 down-regulated compared to free-living bacterium (PB versus B) (Table 1 and Fig. 1*B*). Under salt stress, the endophytic versus free-living comparison showed 696 up-regulated and 633 down-regulated genes (SPB versus SB) (Table 1 and Fig. 1 *B* and *C*). The addition of 100 mM NaCl to the growth medium only had a minor effect on the gene expression of free-living and endophytic SA187 (SB versus B, SPB versus PB) (Table 1 and *SI Appendix*, Fig. S2). According to these data, a core set of 519 up-regulated and 404 down-regulated genes in SA187 is involved in the endophytic lifestyle under both salt and nonsalt conditions (Fig. 1*D*), and similar biological processes are modified in all endophytic samples (Fig. 1 *E* and *F*). In total, 50 key genes involved in the endophytic lifestyle of SA187 were selected for qRT-PCR validation. The large majority of qRT-PCR expression patterns of SA187 genes confirmed the reliability of the RNA-Seq results (*SI Appendix*, Figs. S3 *A* and *B* and S4*A*).

**Table 1.** Normalized DEGs (FPKM, q-value < 0.05) in *Enterobacter* sp. SA187

Investigated effect	Salt stress (100 mM NaCl)				Interaction with Arabidopsis			
Comparison	SB versus B (free living)	%*	SPB versus PB (endophytic)	%*	PB versus B (0 mM NaCl)	%*	SPB versus SB (100 mM NaCl)	%*
Up-regulated	79	1.71	5	0.11	1050	22.8	696	15.1
Down-regulated	169	3.67	15	0.32	587	12.7	633	13.7
Total regulated	248	5.38	20	0.43	1,637	35.5	1,329	28.8

*Percentage of SA187 genome identified to be regulated.

#### Genes involved in motility, chemotaxis, quorum sensing, and biofilm formation are induced in SA187 upon interaction with Arabidopsis*.*

To obtain insight into the biological functions of the identified differentially expressed genes (DEGs), we used the Kyoto Encyclopedia of Genes and Genomes to perform KEGG Orthologous (KO) and Brite mapper analyses (*SI Appendix*, Fig. S5).

Biological processes involved in the colonization of the host plant, such as chemotaxis, flagellar assembly, quorum sensing (QS), and biofilm formation were up-regulated during the endophytic interaction of SA187 with Arabidopsis (*SI Appendix*, Figs. S5 and S6 and Dataset 4). Interestingly, the genome of SA187 contains five paralogous genes coding for flagellin (FliC) (26). While three out of the five genes were poorly expressed in all conditions, two flagellin genes showing the highest homology (77.3% identical) to *Pseudomonas aeruginosa flg22* motif (28), SA187PBcda_000004844 (fliC.4) and SA187PBcda_000004845 (fliC.5), were induced six- to eightfold upon plant interaction (*SI Appendix*, Figs. S3*A* and S4*A* and Dataset 4). Moreover, a number of methyl-accepting chemotaxis proteins and the two-component system (TCS) CheA/CheB, involved in the signaling cascade controlling flagellar assembly, together with chemotaxis proteins CheW and CheZ, were also up-regulated upon plant interaction (*SI Appendix*, Fig. S3*A* and Datasets 4 and 5).

In the endophytic state, TCS of SA187 involved in QS, QseC/QseB and FusK/FusR, were up-regulated (Datasets 3 and 5). The AI-2 transporter (LsrBCDA), together with the *lsr* operon transcriptional repressor LsrR and terminator LsrF, were also up-regulated (Datasets 1 and 3). Additionally, a number of genes involved in biofilm formation, including subunits of the curli fibers biosynthetic complex were induced: CsgB and CsgC, as well as poly-N-acetyl-glucosamine (PGA) synthase subunits PgaA and PgaC (Dataset 6).

#### Nutrient and metabolite transport, as well as carbon metabolism and oxidative phosphorylation, are induced in SA187 during endophytic interaction with Arabidopsis*.*

In the SA187 endophytic state, the phosphotransferase systems (PTS) involved in the import of glucose, sucrose, 2-O-α-mannosyl-D-glycerate, cellobiose, and β-glucoside were strongly up-regulated (*SI Appendix*, Fig. S6 and Dataset 2). Many ABC transporters were also up-regulated, including the transporters of sulfate CysPUWA, maltose/maltodextrine MalEFGK, D-methionine MetNIQ, and the signaling molecule autoinducer 2 (AI-2) LsrABCD (*SI Appendix*, Fig. S6 and Dataset 1). Interestingly, subunits involved in the transport of osmoprotectants, such as glycine-betaine, proline, spermidine, and putrescine, as well as ABC.SP.A, ABC.SP.P1, and ABC.SP.S were found to be down-regulated (Datasets 1 and 3).

A large number of bacterial genes of the carbohydrate metabolism were up-regulated during the beneficial interaction. While glycolysis/gluconeogenesis and the pentose phosphate pathway were down-regulated, the tricarboxylic acid (TCA) cycle and the glyoxylate pathways were up-regulated (*SI Appendix*, Fig. S5 and Datasets 10 and 11). Among the down-regulated genes, we identified fructose phosphokinase (PfkB) (Dataset 11), one of the key regulatory points that make glycolysis irreversible, and pyruvate dehydrogenase (PoxB), involved in another rate-limiting step of glycolysis (Dataset 11). On other hand, citrate synthase was up-regulated (Dataset 11), suggesting that SA187 makes preferential use of the TCA cycle to produce energy in the form of GTP and NADH *in planta*.

Oxidative phosphorylation, the metabolic process that generates the energy needed for almost all vital processes, was up-regulated during the interaction, including *O*-cytochrome (CyoCDE) and several subunits of the F_0_/F_1_-ATP synthase, which convert the transmembrane proton gradient into ATP (Dataset 12). Similarly, several subunits of NADH-dehydrogenase (complex I) and succinate dehydrogenase (SDH) (complex II), which are also part of the TCA cycle, were also strongly up-regulated during beneficial interaction (*SI Appendix*, Fig. S6 and Datasets 11 and 12).

#### Modification of the SA187 primary and secondary metabolic networks by Arabidopsis*.*

Sugar availability was suggested to be a main determinant of the microbial metabolic adjustment to an endophytic state (16). Upon interaction with Arabidopsis, the strong up-regulation of the SA187 ABC transporters and PTS suggests the active uptake of multiple nutrients from the plant host. These results agree with reports from *Bacillus amyloliquefaciens* FZB42, SQR9, or *Enterobacter* sp. 638 (13, 15, 16), showing that glucose, maltose, or inositol in maize root exudates induced the expression of the respective bacterial ABC and PTS transport systems. To assess if the endophytic SA187 gene expression profile is mainly driven by sugar availability from the host plant, we analyzed the expression of 40 endophytic SA187 marker genes during growth in media supplemented with 1% sucrose. Of the marker genes, 43% showed an expression profile similar to an endophytic state (*SI Appendix*, Figs. S3 *C–E* and S7), indicating that nutrient availability is a major driver in the regulation of the SA187 metabolism. Nonetheless, 57% of bacterial genes did not respond to the addition of sucrose to the growth medium (*SI Appendix*, Fig. S7), suggesting that additional factors are also responsible for modifying the SA187 metabolic network during Arabidopsis interaction.

#### Interaction with Arabidopsis modifies the bacterial sulfur metabolism in SA187.

Our previous work identified the methionine salvage pathway intermediate KMBA as an important metabolite that is provided by SA187 to induce salt tolerance in Arabidopsis (12). Moreover, it was shown that an active metabolism of SA187 is needed as heat-inactivated bacteria had also lost its beneficial effects (12). However, it was unclear from where the sulfur for KMBA formation originated and whether only the methionine salvage pathway was up-regulated. Our comparative transcriptome analysis clearly showed that, upon interaction with Arabidopsis, the SA187 *aslA* gene, mobilizing the sulfur of the soil, was up-regulated in parallel with the ABC sulfate transporter CysPUWA (Fig. 2 and *SI Appendix*, Fig. S6). Upon cellular uptake into SA187, sulfate adenylyltransferase (CysND) converts sulfate into APS (adenosine 5′-phosphosulfate) followed by adenylyl kinase (CysC) to produce PAPS (3′-phosphoadenosine-5′-phosphosulfate), which can then be converted into sulfite (Fig. 2 and *SI Appendix*, Fig. S6). Up-regulation of the SsuABC transporter expands the possibilities of SA187 to use alkane sulfates from the environment. Consistently, FMNH_2_-dependent sulfonate monooxygenase (SsuD) and the FMN-reducing enzyme that provides SsuD with FMNH2 (SsuE), which convert alkane sulfonates into sulfite, were also up-regulated (Fig. 2 and *SI Appendix*, Fig. S6 and Datasets 1, 9, and 10). Upon enzymatic reduction of sulfite into sulfide, cysteine kinase (CysK) catalyzes the synthesis of L-cysteine. The enzymes involved in the conversion of L-cysteine to L-methionine, CBS, TCH, and MetE, together with the MetE transcriptional regulator MetR, were also highly up-regulated upon SA187 interaction with Arabidopsis (Fig. 2 and *SI Appendix*, Fig. S6 and Datasets 9 and 10). In addition, the genes encoding the enzymes of the methionine salvage pathway TyrB, MtnN, MtnK, MtnC, MtnD, and SpeD showed significant up-regulation during plant interaction (Fig. 2 and *SI Appendix*, Fig. S6 and Datasets 9 and 10). These results show that the entire sulfur metabolism and not only the methionine salvage pathway of SA187 is strongly induced upon interaction with Arabidopsis.

**Fig. 2.**
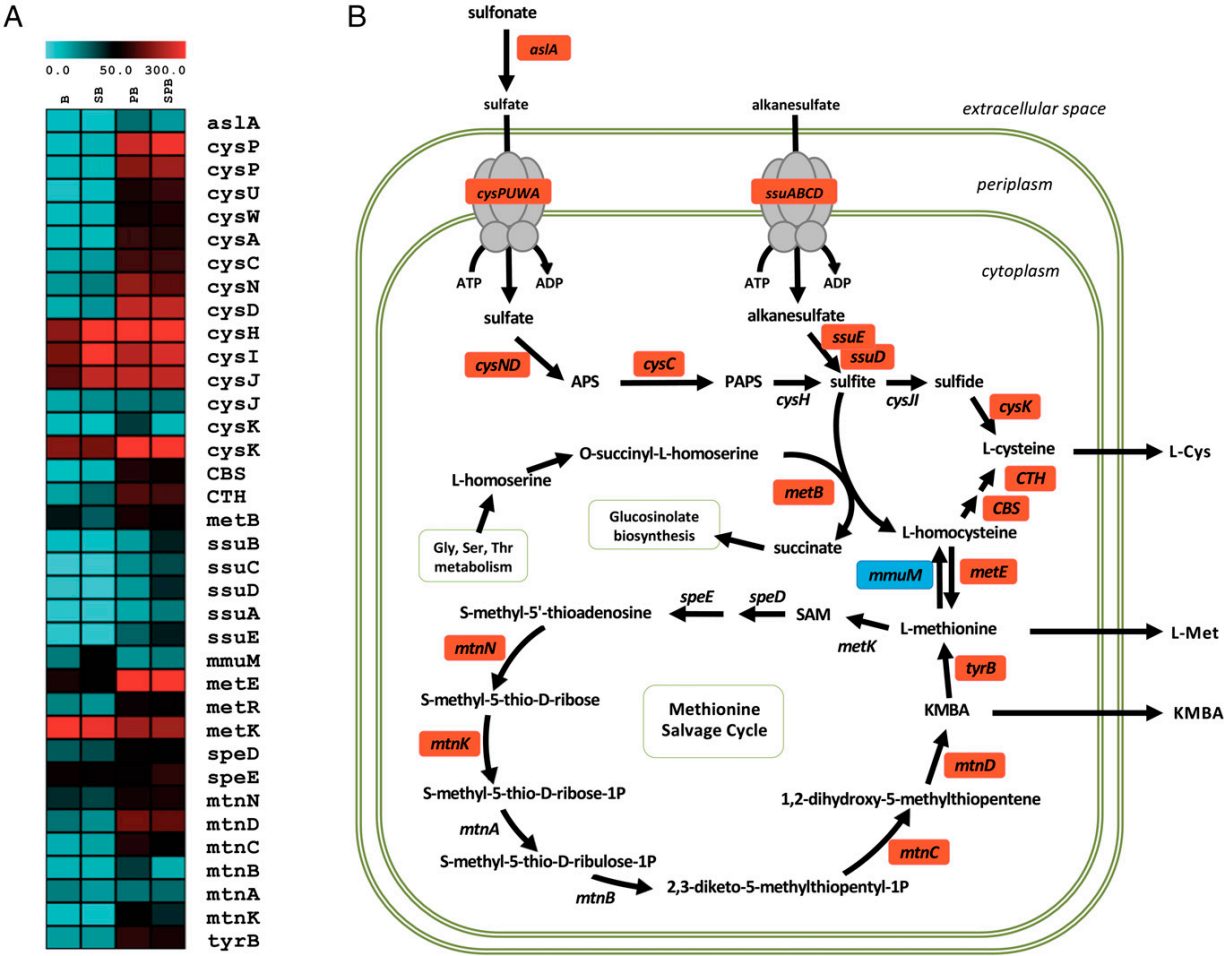
Heatmap constructed using up-regulated (red) and down-regulated (blue) SA187 genes encoding sulfur metabolic transporters and enzymes during endophyte colonization of Arabidopsis compared to free-living bacteria (*A*). Up-regulation of the SA187 sulfur metabolic pathway by Arabidopsis. APS = adenosine 5′-phosphosulfate, PAPS = 3′-phosphoadenosine-5′-phosphosulfate, KMBA = 2-keto-4-methylthiobutyric acid (*B*).

### Modification of the Arabidopsis Metabolism upon Endophytic SA187 Interaction.

#### SA187 enhances sulfur levels in Arabidopsis roots.

We next performed Inductively Coupled Plasma–Optical Emission Spectroscopy (ICP-OES) analysis of Arabidopsis shoots and roots that had been cultivated under both nonsalt and 100 mM NaCl conditions for 21 d in the absence or presence of SA187. Interestingly, under salt stress, we found significantly higher sulfur levels in SA187 colonized Arabidopsis roots but not in shoots (Fig. 3*A* and *SI Appendix*, Fig. S8*A*). Salt stress strongly influences plant growth and photosynthesis, possibly due to the number of iron-sulfur cluster proteins of the photosynthetic apparatus of chloroplasts, disturbances of which result in aberrant electron transport and reactive oxygen species (ROS) generation (29). The sulfur metabolism has also been connected to the establishment of a successful plant–microbe interaction of both beneficial and pathogenic microbes (30, 31).

**Fig. 3.**
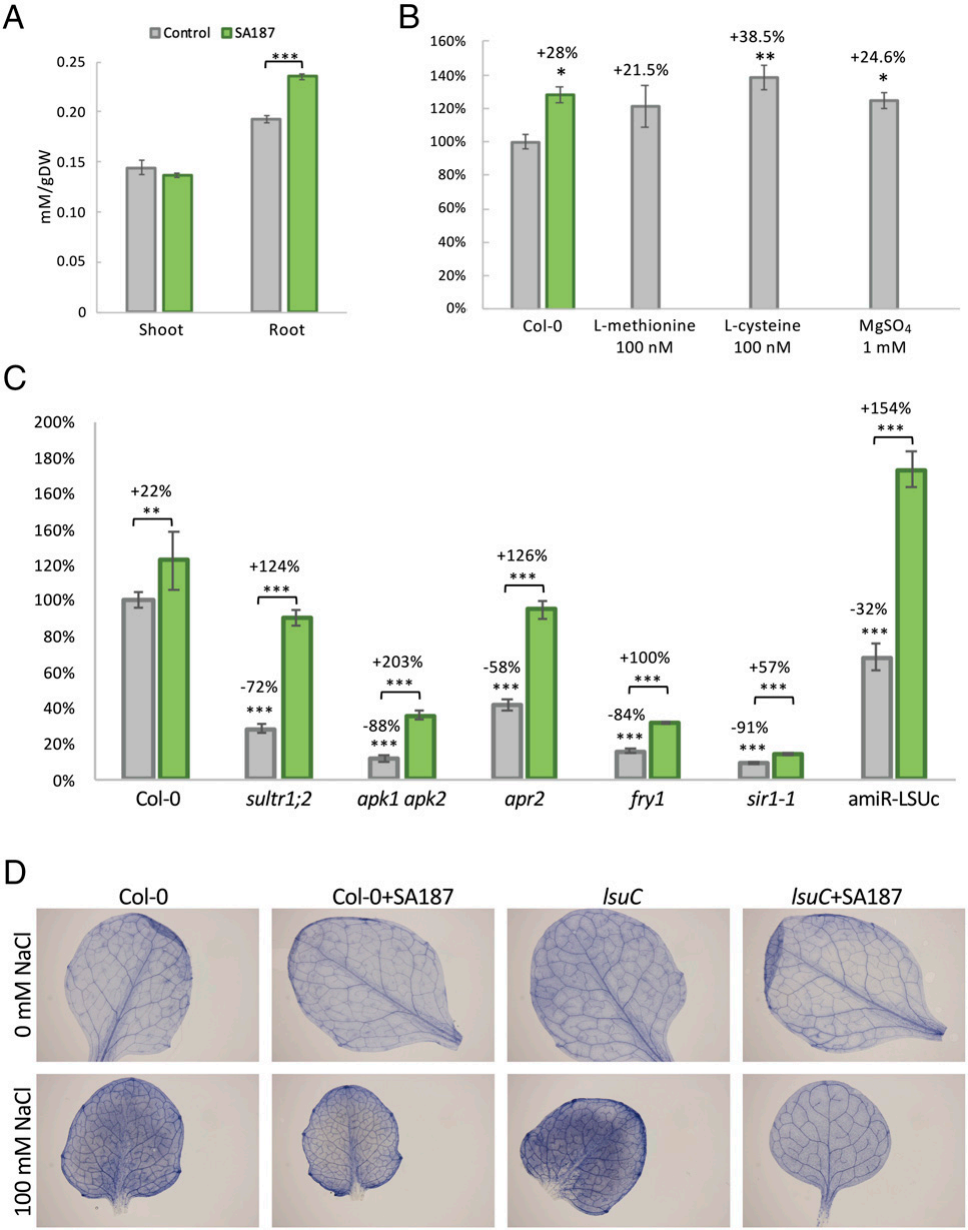
Effect of SA187 inoculation in Arabidopsis on 1/2MS + 100 mM NaCl. Shoot and root sulfur levels of Arabidopsis grown under salt stress, in the presence or absence of SA187. Values represent means of three biological experiments, each in three technical replicates (*n* = 9). Error bars represent SE. Asterisks indicate the statistically significant difference based on the Mann–Whitney *U* test (***P < 0.001) when compared to mock plants (*A*). Total fresh weight beneficial index of 21-d-old plants treated with SA187, 100 nM L-methionine, 100 nM L-cysteine, or 1 mM MgSO_4_, on 100 mM NaCl. Values represent means of 3 biological experiments, each in 10 technical replicates (*n* = 30). Error bars represent SE. Asterisks indicate the statistically significant difference based on the Mann–Whitney *U* test (*P < 0.05; **P < 0.01) when compared to mock plants (*B*). Total fresh weight beneficial index of noncolonized (gray) and SA187-colonized (green) 21-d-old wild-type, *sultr1*, *apk1/2*, *apr2*, *fry1*, *sir-1*, or amiR-LSUc plants, on 1/2MS + 100 mM NaCl. Values represent means of 3 biological experiments, each in 12 technical replicates (*n* = 36). Error bars represent SE. Asterisks indicate the statistically significant difference based on the Mann–Whitney *U* test (**P < 0.01; ***P < 0.001) when compared to noninoculated wild-type plants (*C*). Accumulation of superoxide radicals (visualized by nitroblue tetrazolium staining) in 0 (control) and 100 mM NaCl (salt stress), in wild-type and amiR-LSUc mutant plants (*D*).

#### Sulfate positively affects salt stress tolerance of Arabidopsis*.*

Increased sulfate concentrations in the medium have also been reported to help plants to withstand salt stress conditions (32). Therefore, we compared the growth of endophytic SA187 plants under salt stress conditions (control, 1/2 MS + 100 mM NaCl, 0 mM MgSO_4_) with the addition of MgSO_4_ into the medium (treated, 1/2 MS + 100 mM NaCl, 1 mM MgSO_4_). The addition of sulfate showed similar significant beneficial effects on plants as colonization with SA187 (Fig. 3*B* and *SI Appendix*, Fig. S8*B*). Since our dual transcriptome analysis indicated that not only sulfate uptake but also cysteine and methionine synthesis are up-regulated in SA187 (12), we determined internal cystine (product of the oxidation of 2 molecules of cysteine) and methionine levels in SA187-colonized Arabidopsis. In contrast to shoots, both cystine and methionine levels were significantly higher in SA187-colonized roots, especially under salt stress conditions (*SI Appendix*, Fig. S9). We also tested whether 100 nM L-cysteine or L-methionine could have a beneficial effect on plant growth under salt conditions. L-methionine, L-cysteine, and MgSO_4_ showed similar beneficial effects, in the same range as when plants were colonized by SA187 (Fig. 3*B*). A beneficial effect of these compounds was also observed on plants grown under nonsalt conditions (*SI Appendix*, Fig. S8*B*).

#### SA187 modulates sulfur metabolism–related gene expression in Arabidopsis*.*

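The RNA-Seq data analysed here cover roots of 21-d-old Arabidopsis plants on 100 mM NaCl, noncolonized (SP) or colonized by SA187 (SPB), with 3 libraries per group. The sample labels give 5 d of germination and 16 d on salt medium, whereas the paper's general growth protocol gives a shorter time after transfer. Shoots and the KMBA- and ACC-treated plants were not analysed here. The authors trimmed the paired-end reads with Trimmomatic, aligned them to the TAIR10 genome with TopHat and calculated FPKM, the fragments of a gene scaled to its length and to the mapped fragments of the library, with Cufflinks. The deposited FPKM of 27371 genes, named by locus identifier alone, were used without further scaling. Of these genes, 3526 were at 0 FPKM in all 6 libraries. Symbols and positions were taken from the RefSeq annotation of the TAIR10.1 assembly, which held 26703 of the loci. SPB and SP roots were compared by limma on log2(FPKM + 1), for genes with a mean of at least 1 FPKM over the 6 libraries. The FPKM come without read counts, so the depth behind them is known only as a ratio between libraries. From the spacing of the lowest FPKM, where 1 fragment is the smallest step, the depth behind SPB replicate 3 was 2.86 times that behind SPB replicate 1, the shallowest library. Locus AT2G01021 (TAIR10.1 chromosome 2, 6571 to 6672), annotated as protein coding and lying downstream of the rRNA genes AT2G01010 and AT2G01020, took a large part of the summed FPKM. Its share was 25.4%, 25.2% and 11.0% in SP replicates 1, 2 and 3. In SPB replicates 1, 2 and 3 it was 27.3%, 9.22% and 10.1%, so the spread within each group was larger than the difference between the groups. The locus spans 102 bp and FPKM is scaled to length, so these shares of FPKM are not shares of reads.

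**Figure D1:**
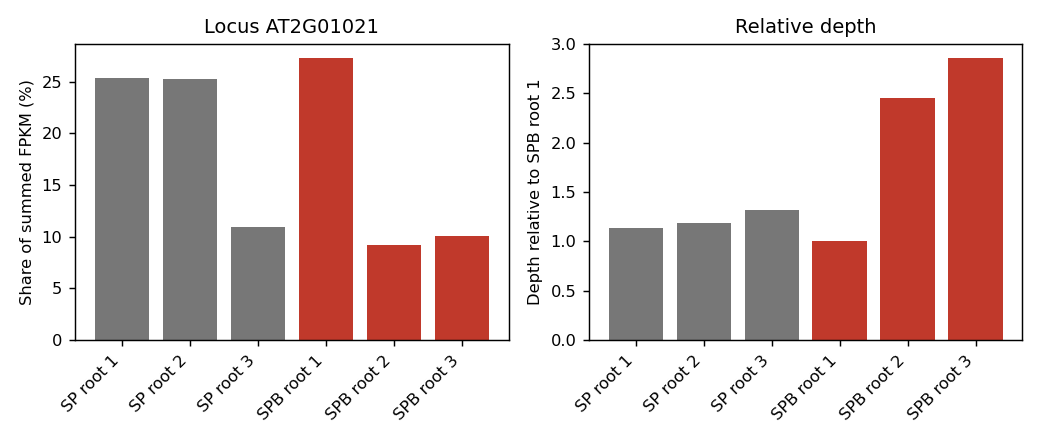
Share of the summed FPKM taken by locus AT2G01021 (left, %) and depth relative to SPB replicate 1 (right), 1 bar per root library, SP in gray and SPB in red. The share is highest in SPB replicate 1, at 27.3%, and the depth is highest in SPB replicate 3, at 2.86.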

To get a deeper understanding of the changes in Arabidopsis plants induced by the root endophyte SA187, we generated a root and shoot transcriptome of 21-d-old plants that were grown on 100 mM NaCl either in the absence or presence of SA187, or treated with 100 nM KMBA, compared with plants treated with 100 nM ACC as positive control (Table 2 and Fig. 4 *A–C*). We obtained a total of ∼40 to 64 million paired-end reads. 

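In the root libraries analysed here, the depth estimated from the steps of low FPKM was 1.14, 1.19 and 1.32 times that of the shallowest library in SP replicates 1, 2 and 3, and 2.46 times in SPB replicate 2. The ratios between pairs of libraries departed from these estimates by at most 0.007 on the log2 scale. That residual measures the agreement between pairs, not the uncertainty of each ratio. From 34.8% (SP replicate 2 with SPB replicate 3) to 73.9% (SP and SPB replicates 1) of genes lay within 0.05 of a whole doubling. Between 16647 and 17191 genes per library reached 1 FPKM, with the fewest in SPB replicate 2 and the most in SP replicate 1. The number of fragments behind a single FPKM value is unknown, so no interval for its counting error can be given.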

Pearson’s linear regression coefficients, FPKM profiles, and the distribution of mapped reads showed a good correlation among the biological replicates: 0.98 ≥ *R*^2^ > 0.87. 

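In roots, the squared Pearson correlation of log2(FPKM + 1) between replicates was calculated across the 23845 genes above 0 FPKM in at least 1 library. It lay between 0.970 (replicates 2 and 3) and 0.978 (replicates 1 and 3) in SP roots. In SPB roots it lay between 0.972 (replicates 1 and 3) and 0.987 (replicates 2 and 3). These are correlations across genes, which are not independent replicates. On the linear scale of FPKM, where AT2G01021 has the highest values, the range widened to 0.890 to 0.999.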

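In SA187-colonized roots, 17007 genes were tested, with a median SE of 0.098 for the log2 fold change. At a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change above 2, 130 genes were differentially expressed between SPB and SP roots, which is 0.47% of the genes listed. Of these, 71 were up-regulated and 59 were down-regulated. In all 130 genes the 3 SPB libraries lay above or below the 3 SP libraries, as in 5761 of the genes tested (33.9%), against 10% by chance. For any single gene, a two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1. Without the fold change threshold, the counts rose to 545 up- and 919 down-regulated genes, 1464 in total. That total ranged from 74 without SPB replicate 3 to 2687 without SPB replicate 1, and was 526 with FPKM scaled to TPM. The fits that each left out 1 library gave from 41 DEGs (without SPB replicate 3) to 190 (without SP replicate 2). The 5 largest rises and 5 largest falls among the DEGs were as follows. AT3G48344 (TAIR10.1 chromosome 3, 17902088 to 17902872), which encodes an uncharacterized protein, was listed at 0 in all 3 SP libraries and at 9.63, 4.72 and 2.85 FPKM in SPB replicates 1, 2 and 3 (limma, adjusted p = 0.011). CYP71A12 (AT2G30750, a cytochrome P450) rose from 9.36 ± 4.39 to 38.0 ± 3.19 FPKM (SD, n = 3 libraries), a log2 fold change of 2.01 (SE 0.30, limma, adjusted p = 0.0157). Its adjusted p ranged from 0.0165 to 0.0618 across the limma fits that each left out 1 library, above 0.05 without SPB replicate 2 or 3. AT3G02100, a UDP-glycosyltransferase gene that overlaps MPPBETA (AT3G02090) on the opposite strand, had a log2 fold change of 1.91 (SE 0.40, limma, adjusted p = 0.0314). It stayed below an adjusted p of 0.05 only without SP replicate 2 (limma, range 0.00335 to 0.105 with 1 library left out), and MPPBETA changed by 0.044 on the log2 scale. With all 6 libraries AT3G02100 was above 0.05 in 1 of 12 alternatives (limma, adjusted p up to 0.0696). The paper does not state whether the root libraries were strand-specific, so FPKM of such overlapping loci may include reads from the opposite strand. AT4G33720, of the CAP superfamily, to which pathogenesis-related 1 proteins belong, rose by 1.88 (SE 0.14, limma, adjusted p = 0.00321) and stayed past the threshold with any 1 library left out. CYP716A2 (AT5G36140) rose by 1.72 (SE 0.31, limma, adjusted p = 0.0219). It stayed below an adjusted p of 0.05 only without SP replicate 2 or SPB replicate 1 (limma, range 0.00784 to 0.0844 with 1 library left out). With all 6 libraries it was above 0.05 in 1 of 12 alternatives (limma, adjusted p up to 0.0536). The largest fall was that of AT4G09649, a gene of only 138 bp, with a log2 fold change of -4.10 (SE 0.66, limma, adjusted p = 0.0171). Its adjusted p was above 0.05 without SP replicate 1 or SPB replicate 2 (limma, range 0.00535 to 0.0715 with 1 library left out). UGT73B4 (AT2G15490) fell from 17.1 ± 3.94 to 0.934 ± 0.754 FPKM (SD, n = 3 libraries; limma, adjusted p = 0.0056), while UGT73B5, which overlaps it on the same strand, had a log2 fold change of -0.20. LTP4 (AT5G59310, lipid transfer protein 4) changed by -2.81 (SE 0.46, limma, adjusted p = 0.0172), and stayed below an adjusted p of 0.05 only without SP replicate 2 or SPB replicate 1 (limma, range 0.00318 to 0.0729 with 1 library left out). AT3G16712, of 216 bp, and AT4G02170, annotated as a cotton fiber protein, changed by -2.34 and -2.32, with all 6 such fits past the threshold.

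**Figure D2:**
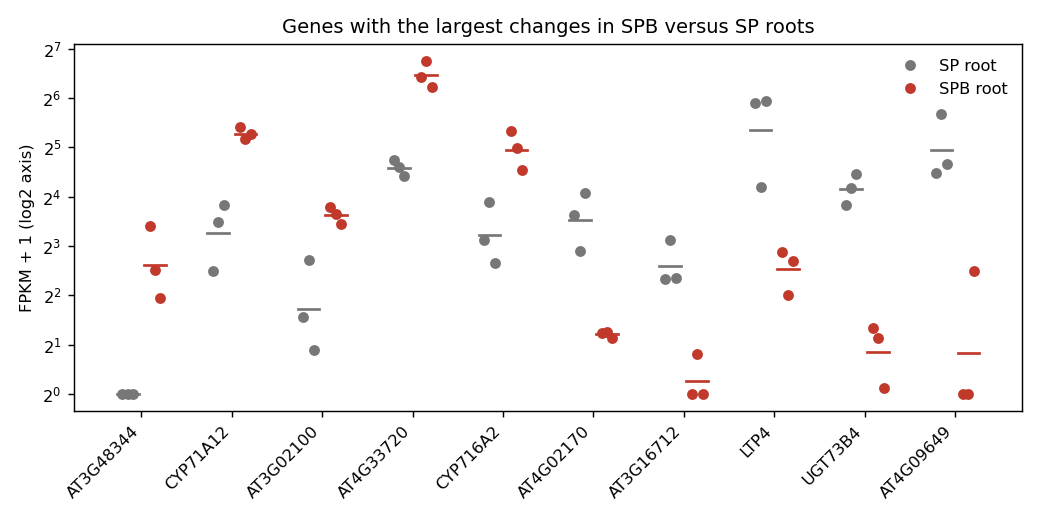
FPKM + 1 on a log2 axis for the 5 genes with the largest rise and the 5 with the largest fall among the DEGs of roots. Points are single libraries, SP in gray and SPB in red, and lines are means of log2(FPKM + 1) over 3 libraries. AT3G48344 is listed at 0 in SP roots, and CYP71A12 is at 35.0 FPKM or more in all SPB libraries.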

By applying a differential expression cutoff of q-value = 0.05 and fold change >2, RNA-Seq data showed that SA187 colonization induced the down-regulation of 813 and up-regulation of 89 genes in shoots, whereas 240 down- and 187 up-regulated genes were identified in SA187-colonized roots (Table 2). The SA187-derived active compound KMBA induced the down-regulation of 910 and up-regulation of 178 genes in shoots, whereas 343 down- and 85 up-regulated genes were identified in KMBA-treated roots (Table 2). The ethylene precursor ACC induced the down-regulation of 1,684 and the up-regulation of 283 genes in shoots, whereas 968 down- and 322 up-regulated genes were identified in ACC-treated roots (Table 2 and Fig. 4*C*). Notably, the DEGs were specific to the shoot and/or root tissues, with a low number of common DEGs between plant tissues (Fig. 4*E*). This observation supports the hypothesis of the tissue-specific effect of the beneficial microbe SA187 despite the overall beneficial growth under salt stress.

**Table 2.** Normalized DEGs (FPKM, q-value < 0.05) in *Arabidopsis thaliana* Col-0

Investigated treatment	SA187 inoculation		KMBA 100 mM		ACC 100 mM	
Comparison	SPB versus SP	%*	SP_ACC_ versus SP	%*	SP_KMBA_ versus SP	%*
	Root					
Up-regulated	187	0.68	85	0.31	322	1.18
Down-regulated	240	0.88	343	1.25	968	3.54
Total regulated	427	1.56	428	1.56	1,290	4.71
	Shoot					
Up-regulated	89	0.33	178	0.65	283	1.03
Down-regulated	813	2.97	910	3.32	1,684	6.15
Total regulated	902	3.30	1,088	3.98	1,967	7.19

*Percentage of *Arabidopsis* genome identified to be regulated.

**Fig. 4.**
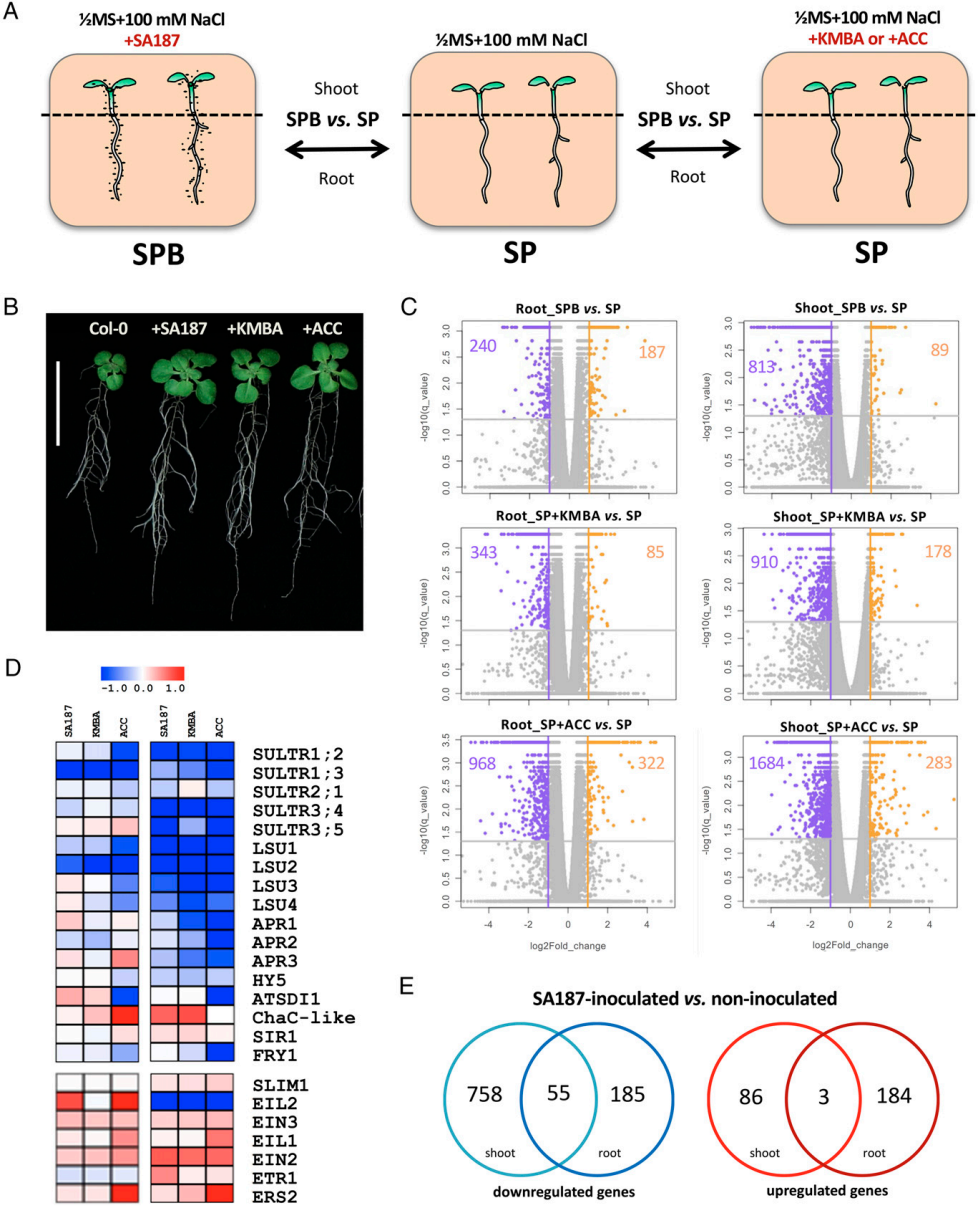
Effect of SA187 inoculation in Arabidopsis shoots and roots on 1/2MS + 100 mM NaCl, experimental setup (*A*). Phenotypic assessment of the beneficial effect on the growth of 21-d-old Arabidopsis seedlings of the three treatments, on 1/2MS + 100 mM NaCl: inoculation with SA187 and addition of 100 nM KMBA or 100 nM ACC to the growth medium. Col-0 = untreated Arabidopsis as control (*B*). Volcano plots of Arabidopsis roots and shoots DEGs, on 1/2MS + 100 mM NaCl, for each of the three treatments: +SA187 (SPB versus SP), +100 nM KMBA (SP + KMBA versus SP), or +100 nM ACC (SP + ACC versus SP) (*C*). Heatmap constructed using sulfur and ethylene signaling Arabidopsis genes that are statistically significantly up-regulated (red) and down-regulated (blue) by each of the three treatments: +SA187, +100 nM KMBA, +100 nM ACC (*D*). Venn diagram showing up- and down-regulated genes that are common or specific for Arabidopsis shoots and roots, comparing SA187 endophytic to free-living state (q-value <0.05) (*E*).

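For roots, a list of root morphogenesis genes was tested as a set in place of the GO terms, which were not analysed here. The list names genes of root hairs, epidermal patterning, the meristem and lateral roots, and 27 of its 29 loci in the deposited table were tested. As a group they were higher in SPB roots than in SP roots, with a mean log2 fold change of 0.35 (limma camera with preset inter-gene correlation of 0.01, adjusted p = 3.09e-08 over the 8 lists tested). Of the 27 genes, 22 rose and 5 fell, and in 14 all SPB libraries lay above all SP libraries and in 3 below, where chance gives 10% of genes in either order. Over all genes tested, 11 of them had a limma adjusted p of at most 0.05, all higher. Adjusted over the list alone, there were 14 higher and 3 lower. The up-regulated DEGs on the list were RHS19, PRP3 and LRX1, with log2 fold changes of 1.06, 1.06 and 1.02 (SE 0.11, 0.11 and 0.18). RHS19 (AT5G67400, root hair specific 19), which overlaps AT5G67410 on the opposite strand, rose from 9.37 ± 1.13 to 20.6 ± 2.24 FPKM (SD, n = 3 libraries; limma, adjusted p = 0.0102). The strongest fall was that of CPC, at -0.47 (SE 0.12, limma, adjusted p = 0.0524). Of the 4 lists past an adjusted p of 0.05 under camera, only the root morphogenesis list stayed there under fry of limma (adjusted p = 0.00643). None did with an estimated inter-gene correlation (limma camera, adjusted p = 0.285 for this list), although 1 list then had an unadjusted p below 0.05.

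**Figure D3:**
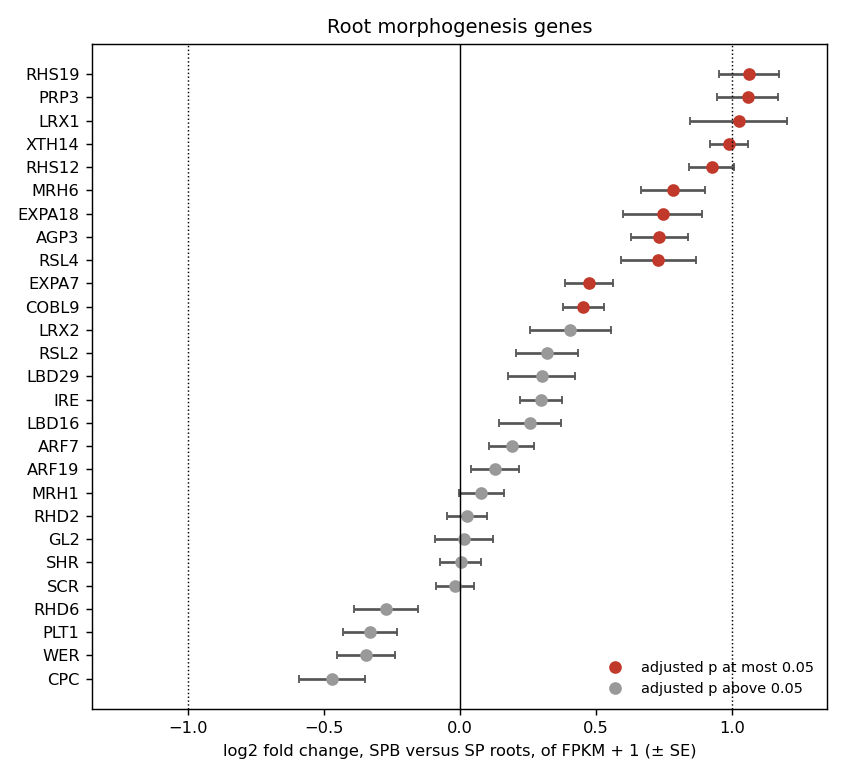
Log2 fold change of FPKM + 1 in SPB versus SP roots for the 27 root morphogenesis genes tested (points, 3 libraries per group) with SE (bars). Red points have a limma adjusted p of at most 0.05, gray points do not, and dotted lines mark a fold change of 2. The 11 red points all lie above 0.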

A Gene Ontology (GO) term enrichment analysis showed that the up-regulated gene set in shoots is enriched for proteins with functions in jasmonic acid metabolism, whereas those of roots showed enrichment in root morphogenesis (*SI Appendix*, Fig. S8). Interestingly, the down-regulated genes in both shoots and roots showed significant enrichment for terms of defense responses and salicylic acid processes (*SI Appendix*, Fig. S8). 

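In roots, a list of salicylic acid and defense genes was tested as a set, since the GO terms were not analysed here. Of its 30 loci, 19 passed the filter on mean FPKM, and PR1 was listed at 0 in all libraries. Their mean log2 fold change in SPB versus SP roots was 0.15 and their median 0.024, with 11 genes higher and 8 lower (limma camera, adjusted p = 0.0391). That p depended on single libraries and ranged from 0.00569 to 0.218 over the camera tests with 1 library left out, above 0.05 without SP replicate 2, SPB replicate 1 or SPB replicate 2. Only CYP71A12 was a DEG, and it was up-regulated. FMO1 (AT1G19250) rose by 0.61 (SE 0.13, limma, adjusted p = 0.0345), WRKY70 (AT3G56400) by 0.37 (SE 0.080, limma, adjusted p = 0.0356) and ICS1 (AT1G74710) by 0.40 (SE 0.077, limma, adjusted p = 0.0248). CBP60g (AT5G26920), with a log2 fold change of 0.81 (SE 0.16, limma, adjusted p = 0.0245), crossed the fold change threshold with a pseudocount of 0.1 or as a ratio of group means, where it was 1.33, and with FPKM scaled to TPM, where it was 1.16. Over all genes tested, 5 genes of the list were higher and 0 lower at a limma adjusted p of at most 0.05. Of these 5, CYP71A12 was above 0.05 without SPB replicate 2 or 3. The fits with 1 library left out are not given here for FMO1, WRKY70, ICS1 and CBP60g, so their stability is not shown. Mean FPKM of these genes was low, at 1.17, 1.841, 0.8565 and 0.9306 in SP and 2.304, 2.655, 1.455 and 2.34 in SPB roots. Adjusted over the list alone there were 7 higher and 0 lower, and 9 genes had an unadjusted p below 0.05. Among the genes that fell, PAD3 (AT3G26830) changed by -0.67 (SE 0.25, limma, adjusted p = 0.126) and PR2 (AT3G57260) by -0.63 (SE 0.34, limma, adjusted p = 0.258). PR2 became a down-regulated DEG only when SP replicate 2 was left out (log2 fold change -1.01). Outside the list, 3 genes that fell were chosen after their values were seen, so they do not give the balance of directions there. AZI1 (AT4G12470, azelaic acid induced 1) changed by -1.95 (SE 0.41, limma, adjusted p = 0.0324). EARLI1 (AT4G12480) changed by -1.65 (SE 0.38, limma, adjusted p = 0.0388) and WRKY18 (AT4G31800) by -1.33 (SE 0.24, limma, adjusted p = 0.0224). With 1 library left out, the adjusted p of AZI1 and EARLI1 was below 0.05 only without SP replicate 2 (limma, ranges 0.00599 to 0.109 and 0.00608 to 0.126), and that of WRKY18 only without SP replicate 2 or SPB replicate 1 (limma, range 0.00318 to 0.0859). With all 6 libraries, these 3 genes were not DEGs with no filter on mean FPKM or under the replicate block with GC and length correction, and AZI1 and EARLI1 were not under a replicate block (limma, adjusted p over the alternatives up to 0.0939, 0.0818 and 0.0565).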

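Of the 16 sulfur genes of Fig. 4D with a single matching locus, the ChaC-like family protein aside, 15 reached a mean of 1 FPKM in roots. Their mean log2 fold change in SPB versus SP roots was -0.048, which differs from the mean of all genes tested by -0.0062 (limma camera, adjusted p = 0.875). For this sulfur gene set the difference changed sign under some settings, to 0.00549 with a pseudocount of 0.1, to 0.00225 without SP replicate 3 and to 0.031 without SPB replicate 3. None of the 15 genes reached a fold change of 2, and 2 of them had an unadjusted p below 0.05. At an adjusted p of at most 0.05, with no threshold on the fold change, the genes counted 0 higher and 1 lower, both over all genes tested and adjusted over the list alone. The gene was LSU2 (AT5G24660; TAIR10.1 chromosome 5, 8443279 to 8444101, a single exon), at 54.9 ± 2.81 FPKM in SP and 34.0 ± 6.44 FPKM in SPB roots (SD, n = 3 libraries). Its log2 fold change was -0.69 (SE 0.13, limma, adjusted p = 0.0231), and all SPB libraries lay below all SP libraries. In 4 of the 6 fits that each left out 1 library its adjusted p was above 0.05 (limma, range 0.0077 to 0.0914), and with FPKM scaled to TPM it was 0.0671 (limma, range 0.0196 to 0.0671 over the alternatives that kept all 6 libraries). Among these alternatives it was also above 0.05 under the replicate block with GC and length correction. The other LSU genes differed by less than this, with log2 fold changes of -0.14 for LSU1 (SE 0.14, limma, adjusted p = 0.552), 0.14 for LSU3 (SE 0.10, limma, adjusted p = 0.42) and 0.053 for LSU4 (SE 0.094, limma, adjusted p = 0.744). After correction for GC content and length, the log2 fold changes were -0.48 for LSU2, 0.068 for LSU1, 0.35 for LSU3 and 0.25 for LSU4. Without SP replicate 2, LSU4 changed by -0.0014.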

A more refined gene by gene analysis revealed a significant regulation of sulfur metabolic genes in roots and shoots (Fig. 4*D*). In shoots and roots, transcript levels of sulfate transporters (*SULTR*), ATP sulfurylases (*ATPS*), APS kinases (*APK*), APS reductases (*APR*), sulfate reductase *SIR1*, and several sulfur-regulated transcription factors such as *SLIM1*, *EIL2*, *EIN3*, and *EIL1* were differentially regulated when compared to noncolonized plants (Fig. 4*D* and *SI Appendix*, S4*B*). 

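In roots, SULTR4;1 (AT5G13550) was the 1 member of these families with an adjusted p of at most 0.05 over all genes tested. It rose from 6.53 ± 0.488 to 8.63 ± 0.523 FPKM (SD, n = 3 libraries), a log2 fold change of 0.36 (SE 0.083, limma, adjusted p = 0.0412). With any 1 library left out its adjusted p was above 0.05 (limma, range 0.0506 to 0.137). With all 6 libraries it was above 0.05 in 5 of 12 alternatives (limma, range 0.0239 to 0.175). SULTR4;2, which overlaps AT3G12510 on the opposite strand, rose by 0.36 (SE 0.13, limma, adjusted p = 0.109). Its adjusted p was 0.0455 without SPB replicate 1 (limma, range 0.0455 to 0.301 with 1 library left out). SULTR1;2 changed by -0.030 (SE 0.13, limma, adjusted p = 0.902), but by 0.12 without SP replicate 3. SULTR1;3 (AT1G22150), whose mean was below 1 FPKM, was at 0.178 ± 0.0712 FPKM in SP and 0.027 ± 0.0129 FPKM in SPB roots (SD, n = 3 libraries) and was not tested. Also below that filter, SULTR1;1 and SULTR3;3 were higher in all SPB libraries, with means of 0.1299 and 0.3502 FPKM in SP and 0.244 and 0.6562 FPKM in SPB roots. SULTR3;1 and SULTR3;2 had lower means in SPB roots, at 0.1892 and 0.2097 FPKM in SP and 0.1202 and 0.1448 FPKM in SPB roots. APS1 and APK2 were higher in all SPB libraries than in any SP library, with log2 fold changes of 0.28 (SE 0.089) and 0.36 (SE 0.12), both at a limma adjusted p of 0.0895. Without SPB replicate 1, the adjusted p of APS1 was 0.0293 (limma, range 0.0293 to 0.272 with 1 library left out). APS2 was lower in all SPB libraries, by a log2 fold change of -0.22 (SE 0.085, limma, adjusted p = 0.135). APR1, APR2 and APR3 changed by 0.21, -0.16 and 0.082 (SE 0.11, 0.077 and 0.084), with limma adjusted p of 0.242, 0.211 and 0.557. The change in SIR, -0.020 (SE 0.083, limma, adjusted p = 0.895), and that in SLIM1, -0.015 (SE 0.071, limma, adjusted p = 0.912), were smaller than their SE. With FPKM scaled to TPM they were 0.083 and 0.084. SIR changed by 0.036 without SPB replicate 1 and SLIM1 by 0.011 without SP replicate 3. EIN3 (AT3G20770) was at 57.6 ± 1.13 FPKM in SP and 69.6 ± 7.31 FPKM in SPB roots (SD, n = 3 libraries), a log2 fold change of 0.26 (SE 0.094, limma, adjusted p = 0.116). Its adjusted p was 0.0241 without SPB replicate 1 (limma, range 0.0241 to 0.322 with 1 library left out). EIL1 changed by 0.11 (SE 0.072, limma, adjusted p = 0.368). EIL2 (AT5G21120) stayed below a mean of 1 FPKM, at 0.39 ± 0.242 FPKM in SP and 0.615 ± 0.167 FPKM in SPB roots (SD, n = 3 libraries). The 6 ethylene signaling genes of Fig. 4D that were tested had a mean log2 fold change of 0.10 (limma camera, adjusted p = 0.108). With no filter on mean FPKM the camera adjusted p was 0.0482, the lowest of a range from 0.0482 to 0.549 over the alternatives that kept all 6 libraries. Of these, 0 had a limma adjusted p of at most 0.05, over all genes or adjusted over the list alone, and 1 had an unadjusted p below 0.05.

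**Figure D4:**
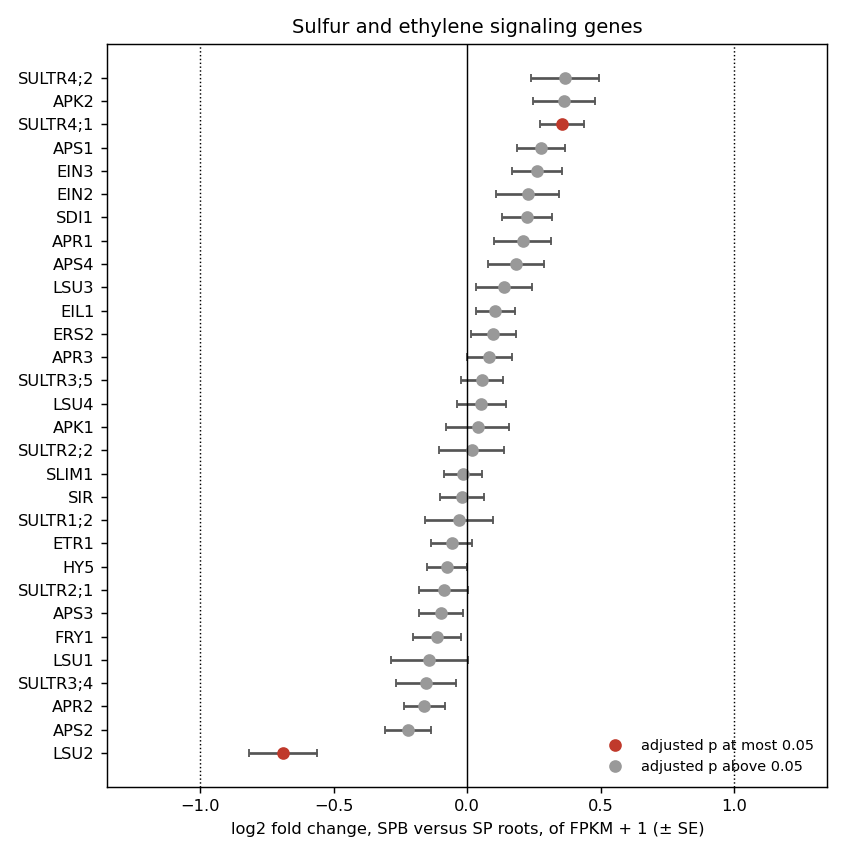
Log2 fold change of FPKM + 1 in SPB versus SP roots for 30 sulfur and ethylene signaling genes tested (points, 3 libraries per group) with SE (bars). Red points have a limma adjusted p of at most 0.05, gray points do not, and dotted lines mark a fold change of 2. The 2 red points are SULTR4;1, above 0, and LSU2, below 0.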

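In roots, 21 of the 24 matched loci of a list of glucosinolate biosynthesis genes were tested. Their mean log2 fold change in SPB versus SP roots was 0.11, with 14 genes higher and 7 lower (limma camera, adjusted p = 0.0289). Its camera adjusted p ranged from 0.000243 to 0.169 with 1 library left out and was above 0.05 without SP replicate 2, SPB replicate 1 or SPB replicate 2. MAM1 (AT5G23010) rose from 2.36 ± 0.307 to 4.54 ± 0.764 FPKM (SD, n = 3 libraries), a log2 fold change of 0.72 (SE 0.12, limma, adjusted p = 0.0187). GGP1 (AT4G30530) rose by 0.40 (SE 0.073, limma, adjusted p = 0.0215). These were the 2 genes of the list at an adjusted p of at most 0.05 over all genes. Adjusted over the list alone there were 3 higher and 0 lower. In a list of 17 ethylene response genes, 14 were tested, with a mean log2 fold change of -0.15 (limma camera, adjusted p = 0.632). ACO1 (AT2G19590) fell from 36.8 ± 6.88 to 20.7 ± 2.38 FPKM (SD, n = 3 libraries), a log2 fold change of -0.79 (SE 0.15, limma, adjusted p = 0.0229). ERF2 (AT5G47220) changed by -0.65 (SE 0.16, limma, adjusted p = 0.0465), and these were the only 2 genes of that list at an adjusted p of at most 0.05, also when adjusted over the list alone.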

Interestingly, many of these genes are part of the sulfur regulon, which not only regulate sulfur metabolism but are key factors the glucosinolate biosynthesis and ethylene signaling pathways (33).

#### Role of sulfur assimilation in SA187-induced salt stress tolerance in Arabidopsis*.*

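Among the 15 sulfur genes of Fig. 4D tested in roots, 6 were higher and 9 were lower in SPB than in SP roots. All SPB libraries lay above all SP libraries in 1 of them (SDI1) and below in 2 (LSU2 and APR2), where chance would place 10% of genes in either order. In a wider list of sulfate transporters and assimilation enzymes, 17 of 24 loci were tested, and 10 were higher and 7 lower. Their mean log2 fold change was 0.069, or 0.11 above the mean of all genes tested (limma camera, adjusted p = 0.108). Without SPB replicate 3 the camera adjusted p was 0.039, the lowest of a range from 0.039 to 0.239 with 1 library left out.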

We found that SA187 increases sulfur levels in Arabidopsis salt-stressed roots and enhances gene expression of a number of members of the sulfur regulon, indicating that SA187 might directly affect the sulfur uptake or metabolism of Arabidopsis (Fig. 4*D*). To test a role of the sulfate assimilation pathway in the beneficial SA187 interaction with Arabidopsis, we analyzed a number of sulfur metabolism mutants of Arabidopsis. As shown in Fig. 3*C*, *sultr1;2* (34), *apk1 apk2* (35), *apr2* (36), *sir1* (37), and *fry1* (38) mutants are hypersensitive to salt stress but could be significantly rescued by colonization with SA187. It should be noted that all mutants were already affected to some degree in growth under normal growth conditions (*SI Appendix*, Fig. S8*D*), but SA187 only exerted substantial rescue of the strong growth inhibitory phenotypes under salt stress (Fig. 3*C*). These results indicate that SA187 and the sulfur metabolism are tightly linked for conferring salt stress tolerance in Arabidopsis.

The majority of sulfur assimilation enzymes are localized in the chloroplast, suggesting that an intact chloroplast physiology is needed for proper functioning. In this respect, we noted that SA187-colonized Arabidopsis continue to grow under salt stress and show no down-regulation of photosynthesis-related genes, as shown for the genes encoding electron transport carriers in photosystem I and II, such as low quantum yield of photosystem ii 1 (LQY1), xyloglucan endotransglucosylase/hydrolase 6 (XTH6), acetyl-CoA:(z)-3-hexen-1-ol acetyltransferase (CHAT), deficient in cutin ferulate (DCF), and haloacid dehalogenase-like hydrolase (HAD) superfamily protein (*SI Appendix*, Fig. S4*B*).

#### SA187 suppresses salt stress–induced ROS accumulation in Arabidopsis*.*

Salt stress induces the generation of ROS in chloroplasts, and one of the most dramatic effects in salt grown plants is the down-regulation of the entire photosynthetic machinery (29). To test the possibility that SA187 protects Arabidopsis from excessive ROS levels, we monitored O_2_^–^ levels in SA187-colonized plants grown at 0 or 100 mM NaCl. As seen by nitroblue tetrazolium staining, SA187 did not change superoxide radical levels under nonstress conditions (Fig. 3*D*). However, previous results from our group show that the salt stress–induced increase in ROS levels in noncolonized Arabidopsis plants was significantly reduced upon SA187 colonization (Fig. 3*D*) (12). Since the sulfur metabolism is tightly linked to ROS protection via the synthesis of glutathione, one possible explanation for these results could be that SA187-colonized plants have higher redox capacity due to an improved GSH/GSSG ratio. Therefore, we determined GSH and GSSG levels in shoots and roots of SA187-colonized and noncolonized plants, in the absence and presence of salt stress (*SI Appendix*, Fig. S10). As expected, GSH/GSSG levels were strongly reduced in plants upon salt stress (*SI Appendix*, Fig. S10 *B* and *E*). Compared to noncolonized plants, shoots and roots of SA187-colonized plants showed higher GSH/GSSG ratios under nonstress conditions, but only roots of SA187-colonized plants showed strongly enhanced GSH/GSSG ratios under salt stress (*SI Appendix*, Fig. S10 *B* and *E*). In summary, these results support the notion that the SA187-induced Arabidopsis sulfur metabolism enhances glutathione levels to reduce damage by ROS.

#### SA187 suppresses the hypersensitive phenotype of lsu mutants.

Recently, a role of members of the *LOW SULFUR UP-REGULATED* (LSU) gene family (*LSU1-LSU4*) was reported in protecting the photosynthetic machinery under salt stress conditions (39). The LSU family was shown to directly interact and activate the chloroplast superoxide dismutase FSD2 and therefore functions in regulating plastid superoxide radical levels (39). To test a potential interaction of SA187 with the LSU network in Arabidopsis, we tested the amiR-LSUc line, expressing artificial microRNAs (amiRNAs) targeting all four members of the LSU gene family in Arabidopsis (39). As expected, *lsuC* lines showed much stronger accumulation of ROS under salt stress conditions (Fig. 3*D*), confirming its role in ROS protection. Interestingly, ROS accumulation of salt-stressed *lsuC* plants was completely suppressed upon SA187 colonization (Fig. 3*D*). This result is supported by the phenotypic analysis, showing that the growth reduction in amiR-LSUc plants is strongly complemented upon SA187 colonization (Fig. 3*C*), indicating that SA187 suppresses Arabidopsis salt stress–induced ROS accumulation in plastids via the LSU pathway.

## Discussion

Many PGPB have been described to interact with and exert a beneficial effect on plant growth and stress tolerance, but understanding the underlying molecular mechanisms has been hampered by the intrinsic complexity of the heterogeneous natural systems. Moreover, different bacterial strains and species use different strategies to help growth of plants under various conditions, and the interacting mechanisms are not only determined by the interacting microbes but also by the plant species, ecotype, developmental and physiological status, and the abiotic or biotic environment (4). Additionally, a switch of controlled growth to anarchic proliferation can result in the transformation from a beneficial to a pathogenic bacterial lifestyle (40). *Enterobacter* sp. SA187 provides salt tolerance to the crop alfalfa in open field trials and also to Arabidopsis under controlled laboratory conditions and can serve as a good model system to understand how beneficial microbes induce stress tolerance to plants. Compared to the small (5 to 10%) beneficial effect under nonsalt conditions, SA187 enhances plant growth to about 40 to 50% under salt conditions (12). Moreover, the bacterial metabolite KMBA, which was suggested to be transformed into ethylene *in planta*, promotes plant growth under salt stress. Our present analysis identifies the bacterial and plant sulfur metabolic pathways to be of primary importance in the beneficial interaction of SA187 with Arabidopsis. Our work unravels the importance of the coordinated regulation of the bacterial and plant sulfur metabolisms in plant stress tolerance. Moreover, our data provide a mechanistic understanding how sulfur metabolism and chloroplast functioning are linked with ethylene signaling in the context of salt stress in Arabidopsis.

The analysis of the SA187 metabolic processes during endophytic interaction with Arabidopsis revealed two large sets of genes. On one hand, we identified a set of genes that is mostly involved in the initial contact and the colonization of a host plant, such as chemotaxis, bacterial motility, QS and signaling, and biofilm formation. The other set of genes is related to the transport, exchange of nutrients as well as the carbon, sulfur, and energy metabolism.

### SA187 Colonization of the Plant Host.

The first steps in root endophyte colonization of plants consist of the chemotaxis and subsequent attachment of bacterial cells to the roots using cellulose-like fibers, colanic acid, and adhesion proteins (17). Chemotaxis and bacterial motility are often oppositely regulated to biofilm formation (15, 16, 18), which is controlled by QS, coordinating gene expression in a cell-density–dependent manner (41). In order to successfully colonize the plant roots, beneficial bacteria produce cellulose or cellulose-like fibers to form a biofilm (13, 15, 18). Upon stable colonization of Arabidopsis by SA187, a decrease in the expression of the bacterial genes for cellulose and curli fibers and the up-regulation of factors involved in biofilm formation were observed. The simultaneous up-regulation of bacterial genes involved in flagella biosynthesis and chemotaxis suggests that a heterogeneous population of SA187 exists even after the establishment of the endophytic state. While a fraction of bacterial cells might have become sedentary and form biofilms, another motile fraction might still spread through the constantly growing plant tissues.

### Modification of the Arabidopsis Stress Physiology by SA187.

In beneficial plant–microbe interactions, both partners benefit from the association showing extensive exchange of nutrients, metabolites, and information. However, so far little is known about how the expression of a large number of genes is coordinated in each partner. During salt stress of Arabidopsis plants, inhibition of growth and development is correlated with ROS accumulation and the down-regulation of photosynthesis and carbohydrate metabolism. Importantly, SA187 colonization maintains photosynthesis and growth of plants under salt stress conditions (12).

### The Sulfur Metabolism Plays a Key Role in Salt Stress Adaptation of Arabidopsis.

Apart from serving as a building block for the essential amino acids cysteine and methionine, sulfur metabolism is also linked to produce various secondary metabolites. Whereas cysteine serves as a building block for glutathione, methionine is the essential precursor of S-adenosyl-methionine (SAM), which serves as a methyl donor and precursor of a number of processes, including the synthesis of glucosinolates, polyamines, and ethylene (Fig. 5). For this purpose, sulfur uptake and metabolism are tightly controlled. In roots, sulfur is taken up as sulfate that is mainly controlled by the expression of the SULTR transporters. We found that SA187 increases sulfur as well as cysteine and methionine levels in Arabidopsis salt-stressed roots (Fig. 3*A* and *SI Appendix*, S8 *A* and *B*), indicating that SA187 directly affects sulfur uptake and metabolism by Arabidopsis. Once sulfate has been taken up by plant roots, ATPS converts sulfate to APS, which is then first converted to sulfite by APR and sulfide by sulfite reductase (SIR1), before generation of cysteine and methionine in the following reactions. To test the role of the sulfur metabolism and in the beneficial SA187 interaction with Arabidopsis during salt stress, we analyzed *sultr1;2* (34), *apk1 apk2* (35), *apr2* (36), *sir1* (37), and *fry1* (38) mutant plants for their behavior with respect to salt stress and SA187. Although all mutants were little affected in growth under nonsalt conditions (*SI Appendix*, Fig. S8*C*), they showed strong growth inhibition under salt stress (Fig. 3*C*), supporting the notion that the sulfur metabolism plays an essential role in salt stress tolerance. Probably due to redundancy of the sulfur transporters and APR genes, SA187 was able to almost completely rescue the salt growth inhibition phenotype of *sultr1;2* and *apr2* mutants. However, a different result was obtained with mutants of the sulfite reductase SIR1, which is a bottleneck in sulfur metabolism that limits the availability of cysteine, methionine, and their derived downstream products such as glutathione or polyamines (37). SA187 could hardly alleviate the drastic growth inhibition phenotype of *sir1* mutants, indicating that an intact sulfur assimilation pathway is necessary for SA187-induced salt stress tolerance in Arabidopsis.

**Fig. 5.**
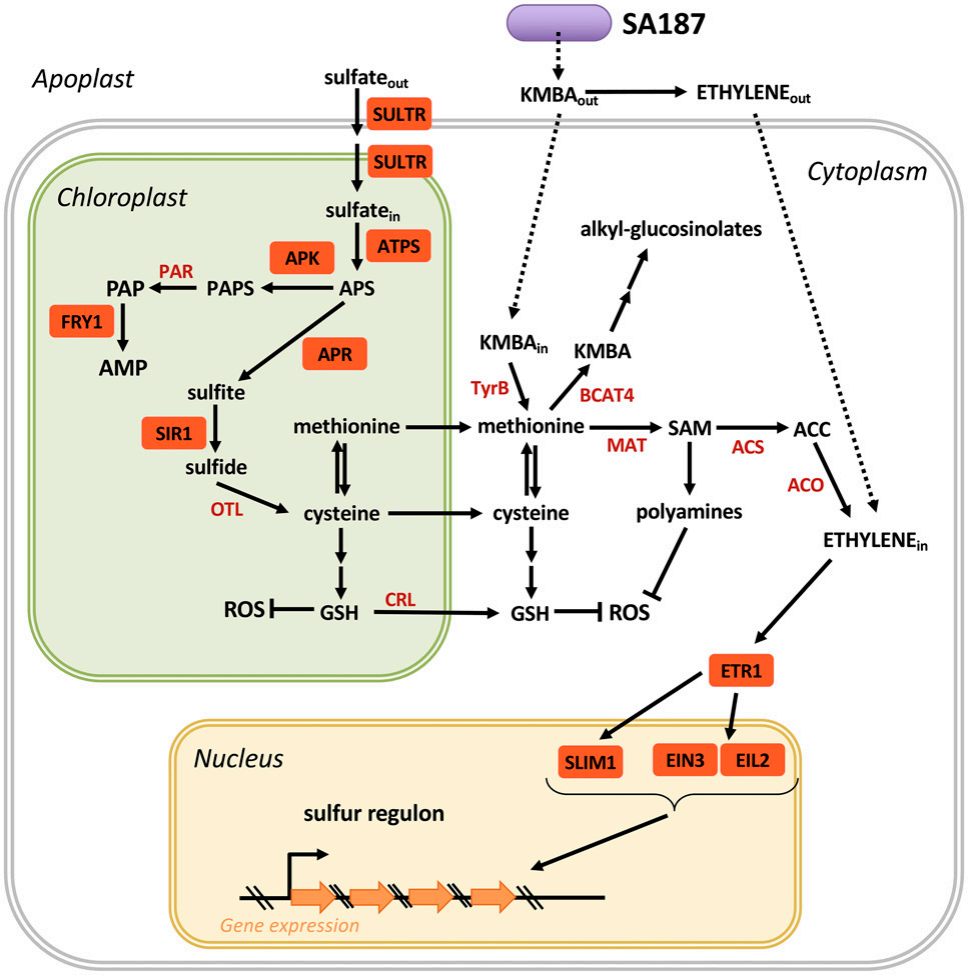
Model of SA187-induced sulfur metabolism and ethylene signaling in Arabidopsis: uptake of sulfate is followed by conversion into APS, sulfite, sulfide, and cysteine, which can be converted into either glutathione (GSH) or methionine. GSH can block salt-induced ROS production in plastids. Methionine can be converted into SAM, ACC, and ethylene, which regulates the sulfur regulon via the transcription factors SLIM1, EIL2, and EIN3. The ethylene-regulated sulfur regulon comprises most genes of the sulfur metabolism, thereby creating a feedback loop between sulfur status and genes encoding sulfur metabolic enzymes. Sulfur status is conveyed by PAP level–induced retrograde signaling to regulate nuclear encoded plastid and sulfur metabolic genes. SULTR = sulfate transporter, ATPS = ATP sulfurylase, APR = APS reductase, APK = APS kinase, PAR = PAPS reductase, SIR1 = sulfite reductase, FRY1 = 5′-bisphosphate, nucleotide phosphatase, OTL = O-acetylserine thiollyase, TyrB = aromatic–amino acid transaminase, BCAT4 = methionine transaminase, MAT = methionine adenosyltransferase, ACS = ACC synthase, ACO = ACC oxidase, ETR1 = ethylene receptor 1, SLIM1 = sulfur limitation1 (central transcriptional regulator of plant sulfur response and metabolism), EIN3 = ethylene-insensitive 3, EIL2 = ethylene-insensitive 3-like 2, CRL = chloroquine-resistance transporter (CRT)-like protein, APS = adenosine 5′-phophosulfate, PAPS = 3′-phosphoadenosine-5′-phosphosulfate, PAP = 3′-polyadenosine 5′-phosphate, AMP = adenosine 5′-monophophfate, KMBA = 2-keto-4-methylthiobutyric acid, SAM = S-adenosyl methionine, ACC = 1-aminocyclopropane-1-carboxylic acid, GSH = glutathione, ROS = reactive oxygen species.

APS can also be converted to PAPS by several APS kinases, and PAPS serves as a sulfate donor for the enzymatic reactions of numerous sulfotransferases (SOTs) to various substrates, including glucosinolates and phytohormones, thereby generating the side product PAP (Fig. 5). Unstressed plants contain very low levels of PAP mainly due to the activity of FRY1, which dephosphorylates PAP to AMP. However, under stress conditions, PAP levels accumulate and serve as a retrograde signal in coordinating gene expression of nuclear chloroplast genes upon sulfate starvation (42). The central role of FRY1 in linking sulfur metabolism to PAP retrograde signaling inspired us to test whether SA187 mediates salt stress tolerance via the Arabidopsis PAP retrograde signaling pathway. Indeed, as reported before, *fry1* mutant plants were hypersensitive to salt stress (38). However, SA187 was able to suppress the salt stress phenotype of *fry1* plants to a significant degree, suggesting that the sulfur monitoring FRY1 pathway is also involved in mediating the beneficial effect of SA187 on Arabidopsis during salt stress (Fig. 5).

### Coordinate Regulation of Arabidopsis Sulfur Metabolism and Ethylene Signaling by SA187.

In our previous work, we found an essential role of the SA187-derived methionine metabolite KMBA in mediating ethylene-induced plant salt stress tolerance (12). Plant ethylene signaling is linked to the sulfur metabolism via SAM as a precursor of ethylene. There is evidence that genes related to the sulfur metabolism are also regulated by an alternative ethylene pathway that is composed of the ethylene receptor ETR1 and the transcription factor SLIM1 (43). SLIM1 is part of the family of EIN3 transcription factors and is also called EIL3. Although apparently only SLIM1 homodimers can bind to the promoters of the sulfur regulon, SLIM1/EIL3 can also form homo- and heterodimers with the other members of the EIN3 family, allowing fine-tuning of the sulfur metabolism (44). Recently, Dietzen et al. (45) unraveled an important function of the EIL1 and EIL3 transcription factors in the regulation of the sulfur metabolism under sulfur limiting conditions. Although the comparison of transcriptome analysis of our data with those of Dietzen et al. (45) revealed only a 5% overlap in the DEGs of SA187-colonized roots with those of *eil1 eil3* plants, a 33% overlap was found for SA187-colonized shoots. These results require further investigation but support the model that the EIL transcription factors are involved in mediating some of the beneficial responses of the Arabidopsis sulfur metabolism upon SA187 colonization.

The sulfur regulon contains 27 genes that are all related to the sulfur metabolism and are mostly located in the chloroplast (33). Our transcriptome analysis indicated that SA187 regulates several genes of the sulfur regulon in Arabidopsis, in particular ChaC-like family protein and ATSDI1, which were among the significantly responding genes to sulfate starvation in the metatranscriptomic study by Henríquez-Valencia et al. (33) (Fig. 4*D*). 

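In SA187-colonized roots, ATSDI1 (AT5G48850) was at 1.61 ± 0.189 FPKM in SP and 2.04 ± 0.21 FPKM in SPB libraries (SD, n = 3 libraries). All SPB libraries lay above all SP libraries, with a log2 fold change of 0.22 (SE 0.094, limma, adjusted p = 0.164). The annotation names 3 loci as ChaC-like family proteins, and the text does not say which of them Fig. 4D shows. The log2 fold change of GGCT2;2 (AT4G31290) was 0.045 (SE 0.15, limma, adjusted p = 0.873), but -0.068 without SP replicate 2 and -0.10 without SPB replicate 3. AT1G44790 changed by -0.25 (SE 0.14, limma, adjusted p = 0.265). GGCT2;1 (AT5G26220) had a mean just below 1 FPKM and was not tested, at 1.3 ± 0.521 FPKM in SP and 0.689 ± 0.111 FPKM in SPB roots (SD, n = 3 libraries). All its SPB libraries lay below all its SP libraries. AT4G31290 and AT1G44790 each overlap another locus on the opposite strand. From the expression of sulfur regulon genes and the higher sulfur levels in colonized salt-stressed roots, the paper proposes that SA187 directly affects sulfur uptake or metabolism of Arabidopsis.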

To test the hypothesis that bacterially produced KMBA induces ethylene and thereby regulates the sulfur regulon, we performed transcriptome analysis of KMBA- or ACC-treated Arabidopsis plants under salt stress conditions. Comparison of the sulfur regulon transcript levels of KMBA- and ACC-treated Arabidopsis with SA187-colonized plants (Fig. 4 *A–D* and *SI Appendix*, Fig. S4*A*) supports the model that KMBA-produced SA187 regulates the sulfur metabolism of Arabidopsis via the ethylene signaling pathway (Fig. 5).

The sulfur metabolism is not only linked to protein synthesis and ethylene signaling but is also an essential precursor of glutathione biosynthesis, thereby providing a key factor for ROS detoxification. Salt stress is known to induce ROS accumulation in Arabidopsis and other plants and is considered to be one of the major detrimental factors to plants under these conditions. We therefore tested whether SA187 can protect Arabidopsis from enhanced ROS levels under salt stress. Indeed, SA187 could reduce salt stress–induced ROS levels in Arabidopsis. Interestingly, part of the sulfur regulon are four *LSU* genes, encoding chloroplast targeted proteins that directly interact and activate the Fe-Superoxide dismutase FSD2. Importantly, the hypersensitive salt phenotype of amiR-LSUc mutants could be almost completely suppressed by SA187. These data support the role of LSUs as protein hubs linking sulfur metabolism to salt stress–induced chloroplast dysfunction (40) and provide a further link of SA187 and the Arabidopsis sulfur metabolism during salt stress tolerance.

## Conclusions

Overall, our data suggest that upon endophytic interaction of SA187 with Arabidopsis, a nutrient-rich environment is provided by the host plant favoring bacterial growth and proliferation. In exchange, SA187 protects its host from the negative effects of salt stress conditions through providing the metabolite KMBA, which can be converted to ethylene but also other compounds such as methionine or cysteine. Ethylene signaling in Arabidopsis regulates the sulfur regulon, comprising a large fraction of the sulfur metabolic enzymes, thereby regulating sulfate uptake and the generation of cysteine and methionine that serve not only as precursors for protein synthesis but also for the synthesis of the important antioxidants glutathione or polyamines that can help to detoxify ROS. SA187 thereby protects plants from the negative effects of salt stress and maintains photosynthesis and plant growth. Regulation of the sulfur metabolism does not seem to be unique to SA187. Recently, Cheng et al. (46) have identified the APS reductase gene *cysH* as a key factor for the beneficial interaction of *Pseudomonas fluorescens* with Arabidopsis. They also found that the sulfur metabolism of Arabidopsis plays an important role in *P. fluorescens* ISR and growth. Therefore, the coordination of the bacterial and the host plant sulfur metabolisms seems to be central in protecting plants from abiotic and biotic stress conditions.

## Materials and Methods

### Plant Growth Conditions and Inoculation.

*Arabidopsis thaliana* Col-0 was used as wild type. Mutated lines *sultr1;2* (34), *apk1 apk2* double mutant of SALK_053427 (*apk1-1*) and SALK_093072 (*apk2-1*) (35), *apr2* (36), *sir1* (37), *fry1* (38), and amiR-LSUc (39) were also used. Arabidopsis seedlings were grown as described in Saad et al. (47). Briefly, *Arabidopsis* seeds were surface sterilized 10 min in 70% EtOH + 0.05% sodium dodecyl sulfate on a shaker, washed twice in 96% EtOH, and air dried. Sterilized seeds were sown on half-strength Murashige and Skoog (48) (1/2MS) agar plates (0.9% agar) inoculated with SA187 and stratified for 2 d at 4 °C in darkness. After stratification, seeds were germinated vertically for 5 d at 22 °C and 16/8 h light/dark cycle with photon flux density 150 μmol m^−2^ s^−1^ during the light cycle. Uniformly germinated seedlings with 1-cm root length were then transferred and grown vertically in 1/2MS plates without (nonsalt, 1/2MS) or with 100 mM NaCl (salt stress, 1/2MS + 100 mM NaCl) and grown for another 12 d. Six seedlings were transferred to each plate. To prepare the SA187 inoculum, overnight bacterial cultures in Luria–Bertani (LB) broth (Sigma) were harvested, centrifuged 15 min at 3,000 rpm, washed twice in liquid 1/2MS, and resuspended in 1/2MS to a final optical density (OD_600_) = 0.2 (∼10^7^ colony-forming units [CFU]). Plates containing 50 mL of cooled-down 1/2MS or 1/2MS + 100 mM NaCl were inoculated with 0.1 mL of the bacterial suspension (∼10^7^ CFU) and left to solidify. At the end of the experiment, whole 17-d-old plantlets were collected and immediately submerged in liquid nitrogen, then stored at −80 °C until needed.

### Plant Screening Assays.

The salt stress tolerance assays and different ethylene precursors treatments, ACC (100 nM) and KMBA (100 nM), were done as described in de Zélicourt et al. (12) with some modifications. Briefly, 5-d-old colonized seedlings were transferred onto 1/2MS plates with or without 100 mM NaCl (Sigma). Primary root length was measured every 2 d using ImageJ software after scanning the plates. Lateral root density was evaluated as detectable number of lateral roots under a stereo microscope divided by the primary root length. Fresh weight of shoots and roots was measured 17 d after transfer of seedlings. Dry weight was measured after drying shoot and roots for 2 d at 70 °C.

### Bacterial Growth Conditions.

For preparing bacteria-only samples, *Enterobacter* sp. SA187 was grown overnight in LB broth until it reached exponential growth phase. A volume of this preculture was collected, centrifuged, and pelleted cells were washed twice with 1/2MS and resuspended to a final OD_600_ = 0.2 (∼10^7^ CFU). A total of 500 μL of this bacterial suspension was inoculated into 50 mL of 1/2MS or 1/2MS + 100 mM NaCl, and the bacterial culture was incubated 4 h at 28 °C, in darkness. To evaluate the effect of sugar in the bacterial metabolism, broth was supplemented with 1% sucrose. After incubation, 20 mL bacterial culture was harvested, and the cell pellet (∼1.4 × 10^10^ CFU) was stored at −80 °C until needed.

### Sulfur Quantification.

Sulfur was measured for 21-d-old shoot and root dry samples by digestion method, using 2 mL freshly prepared 1% HNO_3_ (trace metal grade, Fisher Scientific) that was added to the preweighed shoot and root samples. After digestion, 1 mL of samples were transferred to volumetric test tubes and diluted to a final volume of 50 mL with 1% HNO_3_. The concentration of sulfur was determined using ICP-OES (Agilent 5110, Agilent Technologies) with the following conditions: 1.2 KW RF power, 0.7 L/min nebulizer flow, 12.0 L/min plasma flow, 1.0 L/min auxiliary flow, argon gas, 8-mm viewing height, and axial viewing mode.

### RNA Extraction.

To determine gene expression in free-living SA187 (“B,” “SB”), total RNA of SA187 cultured in liquid medium was extracted by using RiboPure Bacteria kit (Ambion) following manufacturer’s instructions with the following modifications. During the cell lysis step, no beads were used, and samples were disrupted using the PowerLyzer 24 homogenizer (Mobio) with the following setup: three cycles 30 s “on,” 30 s “off.” To simultaneously capture bacterial and plant transcripts, high-quality total RNA was isolated from 17-d-old SA187 colonized Arabidopsis seedlings (“PB,” “SPB”), as well as separately shoots and roots (“SP,” “SPB,” “SP+ACC,” “SP+KMBA”), by using the Nucleospin RNA plant kit (Macherey-Nagel) as described in de Zélicourt et al. (12). RNA concentration was assessed by using a Qubit 2.0 Fluorometer and the RNA BR assay kit (Invitrogen), and total RNA integrity was verified by using a 2100 Bioanalyzer and the RNA 6000 Nano assay (Agilent).

### RNA-Seq Library Preparation and Sequencing.

As starting material, 1 µg RNA from bacteria samples and 1 µg RNA from dual samples (plant + bacteria) were used. Total RNA from bacteria-only samples were depleted of ribosomal RNA (rRNA) by using Ribo-Zero Magnetic Kit (Bacteria) (Epicentre/Illumina). For rRNA removal of plant + bacteria samples, 1:1 mixture of Ribo-Zero Magnetic Kit (Bacteria) and Ribo-Zero Magnetic Kit (Plant Leaf) was used. After rRNA depletion, RNA-Seq libraries were prepared by using the TruSeq Stranded Total RNA LT kit (Illumina). Final complementary DNA (cDNA) libraries were sequenced by using HiSeq2500 at the Core Lab Bioscience Platform (King Abdullah University of Science and Technology [KAUST], Saudi Arabia). Three biological replicates of each sample were used.

### RNA-Seq Analysis and Quantification of Differential Gene Expression.

Strand-specific paired-end sequencing of RNA-Seq samples was performed by using Illumina HiSeq2500 with a read length of 101 base pair (bp). Reads were quality controlled by using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and those with a FASTQC quality score >30 were considered for further analysis. Removal of low quality sequences and adaptor sequences, as well as additional trimming of 5′- and 3′-ends of bacteria derived reads, was performed by using Trimmomatic (49) applying the following parameters: minimum length of 36 bp, mean Phred quality score (Q) greater than 30, leading and trailing bases removal with base quality below 3, sliding window of 4:15. Clean reads were then mapped to the reference genomes by using TopHat (version 2.0.9) (50). Reads derived from “B” and “SB” samples were mapped to the *Enterobacter* sp. SA187 genome (CP019113) downloaded from the in-house INDIGO data warehouse (51), while reads derived from “PB” and “SPB” samples were mapped to a concatenated sequence built up by both SA187 and Arabidopsis genomes. Arabidopsis TAIR10 genome was downloaded from TAIR (https://www.arabidopsis.org). In the present study, only reads that mapped to the bacterial genome were taken into account from dual samples. Transcript assembly, quantification, and differential expression analysis were performed by using Cufflinks version 2.2.0 (52). To overcome the difference of sequence coverage between cultured bacteria and endophytic samples (*SI Appendix*, Table S1), library size normalization was applied before DEG analysis. Sequencing saturation was analyzed to assess whether the sequencing depth was sufficient to ensure the quality of the RNA-Seq experiment. Saturation curves were generated by using the R package RNA-SeQC (53). The reproducibility of the three biological replicates was assessed by calculating the Pearson’s correlation of normalized gene expression in reads per kilobase per million mapped reads. DEG analysis was performed by averaging FPKM from all three biological replicates for each sample. CummeRbund (version 2.0.0) was used for visualization of DEG (53). To identify DEGs, the threshold of q-value ≤0.05 was used. Additionally, genes were considered to be regulated if 0.5> fold change >2.

### RNA-Seq Analysis and Quantification of Differential Gene Expression of Plant Tissues (Shoots and Roots).

Total RNA was extracted from 21-d-old plant tissues shoots and roots in presence or absence of SA187, treated with KMBA or ACC under 100 mM NaCl using Nucleospin RNA plant kit (Macherey-Nagel) as described in de Zélicourt et al. (12). RNA samples were sequenced using Illumina deep sequencing. Three biological replicates were sequenced per condition. Samples were sequenced using HiSeq4000 with a read length of 150 bps. Sequenced reads were checked for quality using FASTQC (54). Trimmomatic version 0.36 (49) was used to filter low quality reads and bps with the following parameters: Minimum length of 36 bp; Mean Phred quality score greater than 30; Leading and trailing bases removal with base quality below 3; Sliding window of 4:15. Trimmed reads were aligned to TAIR10 (55) genome using TopHat version 2.0.9 (56). Aligned reads were then used to calculate the number of reads per gene using FeatureCounts version 1.6.5 (57), and FPKM was calculated using Cufflinks version 2.2.1 (58). The differential expression between two samples was calculated using Cuffdiff from Cufflinks version 2.2.1 (58) package. To identify the DEGs, specific parameters (q-value 0.05 and statistical correction: Benjamini Hochberg) were used. Genes that show 0.5> fold change >2 and q-value ≤0.05 to the mock were considered to be regulated. Regulated genes functional annotation was carried out using AgriGO2 (59). Common genes that are up-/down-regulated between different comparisons are done using Venny2 (60).

### RNA-Seq Validation by qRT-PCR.

To validate the results derived from the bacterial single and dual RNA-Seq experiments, 50 DEGs were selected and their gene expression analyzed by qRT-PCR by using specific primers (*SI Appendix*, Table S2). Primers were designed by using Primer-Blast on-line tool available at the National Center for Biotechnology Information (NCBI) (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). The translation initiation factor IF-2 (*infB*) was used as reference gene (12). The cDNAs used as template for qRT-PCR were synthesized by using SuperScriptIII (Invitrogen) and oligo-dT following manufacturer’s recommendations. qRT-PCR reactions were carried out in a CFX96 Touch Real-Time PCR Detection System (BIO-RAD) as follows: 95 °C for 10 min; 40 × (95 °C for 10 s and 60 °C for 40 s) followed by a dissociation step (melting curve) to validate the PCR products. Reactions were performed in three technical replicates from each biological replicate, and the relative gene expression was calculated using the ΔΔC_T_ method.

For the qRT-PCR analysis of plant tissues roots and shoots, cDNAs were synthesized by using SuperScriptIII (Invitrogen) and oligo-dT following manufacturer’s recommendations. qRT-PCR reactions were carried out in a CFX384 Real-Time PCR Detection System (BIO-RAD) as follows: 50 °C for 2 min; 95 °C for 10 min; 39× (95 °C for 10 s and 60 °C for 40 s) followed by a dissociation step (melting curve) to validate the PCR products. Reactions were performed in three technical replicates from each biological replicate. The reference genes used in this analysis were UBIQUITIN10 (At4g05320) and ACTIN2 (At3g18780) (33), and the relative gene expression was calculated using the Bio-Rad CFX manager software.

## Data Availability

RNA-Seq data are available at NCBI/Gene Expression Omnibus (GEO) DataSets (https://www.ncbi.nlm.nih.gov/gds) under the accession nos. GSE124591 (free-living SA187), GSE102950 (Arabidopsis-associated SA187) (12), GSE133175 (Arabidopsis tissues: shoot/root associated SA187), and GSE145884 (Arabidopsis tissues: shoot/root treated with ACC or KMBA). All other study data are included in the article and/or supporting information.

How the deposited data were processed for this re-analysis (not part of the article)

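Roots of 21-d-old Arabidopsis plants on 100 mM NaCl were compared between plants colonized by SA187 (SPB, 3 libraries) and noncolonized plants (SP, 3 libraries). The authors trimmed the reads with Trimmomatic, aligned them to TAIR10 with TopHat and calculated the deposited FPKM with Cufflinks. The deposited values had no log transformation and were used without further scaling in the principal comparison. The table lists 27371 genes by locus identifier, with 30 further columns that have no name and are empty. Of the loci, 26703 were matched to the RefSeq annotation of TAIR10.1, which served for symbols, products and positions, and 668 were not. The paper names a stranded kit for the bacterial and dual samples, but does not state it for the shoot and root libraries. The FPKM of loci that overlap on opposite strands may therefore include reads of each other. Shoot libraries, KMBA- and ACC-treated plants and the bacterial libraries were not analysed here.

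The number of reads behind the FPKM is unknown, so no counting error was calculated. Depth was estimated as a ratio between libraries, from the size of the smallest step of FPKM of the same genes in each pair of libraries, by least squares over all pairs. Of 3041 genes with a mean of at least 20 FPKM, 18 were listed at 0 in at least 1 library. Of these, 16 had a locus in the annotation, the longest of 1229 bp.

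Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend) on log2(FPKM + 1), for the 17007 genes with a mean of at least 1 FPKM. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change above 2 in either direction were called differentially expressed. The median SD within groups was 0.12 on the log2 scale. With 3 libraries per group, an exact permutation test of a single gene cannot give a p below 0.1, so the tests rest on limma's variance model. Gene lists were tested with camera of limma at a preset inter-gene correlation of 0.01, and with fry and camera with estimated correlation as alternatives. The adjusted p of lists is over 8 lists, which are the sulfur genes and the ethylene genes of Fig. 4D, sulfate assimilation, defense and salicylic acid, root morphogenesis, glucosinolate, ethylene response and leaf photosynthesis. Apart from those of Fig. 4D, the lists were written from general knowledge of gene symbols. Another 2 lists, of abscisic acid and salt response and of touch and wound response, were written later and adjusted by themselves. The genes named are those that the text or Fig. 4D names, and the 5 largest rises and 5 largest falls among the differentially expressed genes without overlap between the groups. Members of lists that are named beside these were chosen after their values were seen.

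The comparison, the tests, the 8 lists, the rule for named genes and the alternatives were set before the data were examined, apart from 3 alternatives chosen after seeing the data. Those 3 were the class of AT2G01021 (libraries above or below 80000 FPKM) as a covariate, a correction for GC content and length in 20 bins each, and that correction together with a replicate block. The other alternatives were a pseudocount of 0.1, no filter, a filter at a mean of 5 FPKM, quantile normalization, scaling to TPM, median-of-ratios scaling, a replicate block, eBayes without trend, the ratio of group means, no fold change threshold, and each library left out in turn. The procedure was tested on simulated data with 200 of 17007 genes changed by 1.5 on the log2 scale. It called 189 of these in the right direction and 2 unchanged genes. Smaller changes were not simulated, so this does not give the power to find them. The noise was drawn independently for each gene and library, so differences between libraries that many genes share were not simulated either. Near-identical copies of genes, at 95% identity over 150 bp or more, were searched for with BLAST 2.17.0. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.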

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

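The tests of near-identical copies, of reads from an overlapping gene and of reads from SA187 were chosen only after these results were seen. The 5 largest rises in SPB roots are genes that the paper does not discuss, and in each of them the lowest SPB library lay above the highest SP library. The lowest SPB value was 2.85 FPKM for AT3G48344, 35.0 FPKM for CYP71A12, 9.93 FPKM for AT3G02100, 73.8 FPKM for AT4G33720 and 22.2 FPKM for CYP716A2.

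Reads shared with a near-identical copy are argued against, because 0 of the 5 genes have another locus with at least 95% identity over 150 bp. Reads from MPPBETA, which overlaps AT3G02100 on the opposite strand, are argued against as the source of its rise of 1.91 on the log2 scale, because MPPBETA changed by 0.044 (SE 0.13). The share of the summed FPKM taken by AT2G01021 does not separate SP from SPB roots, whereas the 2 deepest libraries are both SPB. The tests of these and of GC content and length, over all differentially expressed genes, are given among the other observations. The 2 groups differ by colonization, which is a biological explanation that stays open, and so does an uneven grouping of 6 libraries, since 3 against 3 libraries allow only 10 splits.

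AT3G48344 was the 1 gene at 0 in all SP libraries and above 1 FPKM in all SPB libraries, and 0 genes showed the reverse. Reads from SA187 that aligned to a plant locus could give such a pattern, and so could induction of the gene by colonization. Other loci would be needed to argue for reads from SA187 in general, and only this 1 locus passed that level. At any level above 0, 39 genes were at 0 in all SP libraries and above 0 in all SPB libraries, against 10 in the reverse direction, but the greater depth of SPB replicates 2 and 3 favors the first count. Reads from SA187 and expression of the plant gene cannot be told apart for AT3G48344, because the SA187 genome was not used here.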

How the results depend on the processing

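The class of AT2G01021 as a covariate, the GC and length correction and its combination with a replicate block were chosen after seeing the data, and the cause was not tested for any change below unless it is stated. The 130 DEGs (71 up, 59 down) became 200 with a pseudocount of 0.1, of which 99 were down-regulated, and 208 with FPKM scaled to TPM, of which 136 were up-regulated. The ratio of group mean FPKM gave 224 (111 up, 113 down). Without the fold change threshold there were 1464 (545 up, 919 down), by construction. That count was 74 without SPB replicate 3, 112 without SPB replicate 2, 144 without SP replicate 1, 335 without SP replicate 3, 1342 without SP replicate 2 and 2687 without SPB replicate 1. With all libraries it ranged from 365 (replicate block with GC and length correction) to 1470 (eBayes without trend), and was 526 under TPM, 675 with a replicate block and 732 with no filter. The replicate block with GC and length correction left 24 down-regulated genes. Leaving out 1 library gave 41 (without SPB replicate 3) to 190 DEGs (without SP replicate 2), 29 to 99 up-regulated and 12 to 91 down-regulated genes. Of the 130 genes, 129 kept their direction in all 6 of these fits, and 25 were called in all of them. The share of up-regulated genes, 54.6%, was 65.4% under TPM, 64.8% under median-of-ratios scaling, 66.9% after GC and length correction and 75.3% with the replicate block added, so the balance of directions depends on these settings. The other settings kept the counts within 1.5 times.

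The replicate numbers did not pair the samples. With a replicate block there were 124 DEGs, 119 of them shared. The correlation of deviations between libraries of the same number was 0.014, 0.104 and 0.045, against a minimum of 0.1 set for pairing.

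Set values are the mean log2 fold change of a list minus that of all genes tested. The sulfur gene set of Fig. 4D, at -0.0062, reversed to 0.00549 with a pseudocount of 0.1, 0.00504 under TPM, 0.0101 with the ratio of means, and 0.0134 after GC and length correction, with or without a replicate block, and ranged from -0.034 to 0.031 with 1 library left out. The ethylene gene set of Fig. 4D passed the threshold with no filter on mean FPKM (0.158). They ranged from 0.12 to 0.19 with 1 library left out. The sulfate assimilation list ranged from 0.087 to 0.13 and passed the threshold only without SPB replicate 3 (0.13).

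The defense genes as a set no longer passed the threshold with a mean of at least 5 FPKM (0.147), quantile normalization (0.186), TPM (0.217), median-of-ratios scaling (0.187), a replicate block (0.188), GC and length correction with or without a block (0.188), and estimated correlation or fry (0.188), with a range of 0.13 to 0.27 when 1 library was left out. The glucosinolate list lost it with a mean of at least 5 FPKM (0.0793), quantile normalization (0.137), GC and length correction with or without a block (0.138), and estimated correlation or fry (0.149), with a range of 0.12 to 0.22. The leaf photosynthesis genes as a set lost it with a mean of at least 5 FPKM (0.0907), quantile normalization (0.0694), TPM (0.0855), median-of-ratios scaling (0.0855), GC and length correction with or without a block (0.043), and estimated correlation or fry (0.0796). It reversed with the ratio of means (-0.0514) and ranged from -0.15 (without SP replicate 3) to 0.30 (without SP replicate 1). The root morphogenesis list (0.396) lost it only with estimated correlation (0.396) and ranged from 0.37 to 0.43. The ethylene response list ranged from -0.19 to -0.045. The abscisic acid and salt genes as a set reversed with no filter (-8.57e-07), a mean of at least 5 FPKM (-0.04) and quantile normalization (-0.000911), and ranged from -0.061 to 0.072. The touch and wound list ranged from -0.16 to 0.0052.

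Of the 45 single genes, 7 became weaker, 5 stronger and 7 reversed in at least 1 fit that left out 1 library. Under the other alternatives 4 became weaker, 0 stronger and 8 reversed. The weaker ones were AT3G02100, CYP716A2, LSU2 and SULTR4;1, with limma adjusted p up to 0.0696, 0.0536, 0.0671 and 0.175. The log2 fold change of SLIM1 reversed under quantile normalization (0.00749), TPM (0.084), median-of-ratios scaling (0.042) and GC and length correction with or without a block (0.032). Under TPM, SULTR1;2 (0.073), SULTR2;1 (0.00844), HY5 (0.020), SIR (0.083) and ETR1 (0.037) reversed. TPM also moved the median log2 fold change of all genes tested from -0.044 to 0.046, so its reversals may not be specific to these genes. Median-of-ratios scaling reversed SULTR1;2 (0.032) and SIR (0.041), the AT2G01021 class as covariate reversed SULTR2;2 (-0.071), and GC and length correction with or without a block reversed LSU1 (0.068). With 1 library left out, the ranges that crossed 0 were -0.078 to 0.13 for SULTR2;2, -0.00143 to 0.13 for LSU4, -0.10 to 0.14 for GGCT2;2, -0.11 to 0.12 for SULTR1;2, -0.040 to 0.011 for SLIM1, -0.067 to 0.036 for SIR and -0.095 to 0.11 for APK1. The correlation between replicates moved to 0.890 (lowest) and 0.999 (highest) on the linear scale, and to 0.949 and 0.979 among genes with a mean of at least 1 FPKM. Unknown depth limits genes near 1 FPKM most, and 28 of the DEGs had a mean below 5 FPKM.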

Differences from the paper's values

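The genes AZI1, EARLI1 and WRKY18 below were chosen only after their results were seen, and so was the naming of PR2. The alternatives that kept all libraries include those chosen after seeing the data. The paper tested with Cuffdiff on aligned reads, which FPKM values do not allow, whereas limma on log2(FPKM + 1) was used here. The fold change of FPKM + 1 is smaller than that of FPKM, most so for genes with low values. The counts below therefore come from unlike tests and fold changes. The paper reports 187 up-regulated genes in SA187-colonized roots, against 71 here. Among the alternatives set before the data were examined, FPKM scaled to TPM gave 136, which is within 1.5 times of the paper's value, and no fold change threshold gave 545. TPM divides by the summed FPKM, of which AT2G01021 took from 9.22% to 27.3%, and without this locus the sums differed much less between libraries. Under TPM the median log2 fold change of all genes tested moved from -0.044 to 0.046. Such a general shift favors up-regulated genes, so the 136 is not evidence of nearer agreement with the paper. The paper reports 240 down-regulated genes, against 59 here, and its total is 427, against 130 here. None of the alternatives set before the data were examined brought these within 1.5 times. With the fold change threshold, the ratio of group mean FPKM came nearest, at 113 down-regulated genes and 224 in total, and without the threshold there were 919 and 1464.

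The paper states that sulfur genes were significantly regulated in both tissues, citing Fig. 4D and, for some families and transcription factors, also a supplementary figure. Fig. 4D covers treatment with SA187, KMBA and ACC. The text does not say which of its genes were significant in SA187-colonized roots, so not all need have been. Of 21 genes of Fig. 4D tested here, 1 (LSU2, lower) had a limma adjusted p of at most 0.05 and 0 reached a fold change of 2. Without SPB replicate 1 there were 3, namely LSU2, EIN2 and EIN3, and without that library APS1 and SULTR4;2 also passed the adjusted p. SULTR4;1 passed it with all libraries in the comparison as reported, but not in 5 of the 12 alternatives that kept all libraries (limma adjusted p from 0.0239 to 0.175) nor with any 1 library left out. The set of ethylene genes passed the threshold with no filter on mean FPKM (0.158). The sulfate assimilation list passed it without SPB replicate 3.

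The paper states that down-regulated genes of roots were enriched for defense and salicylic acid terms. In the list tested here 5 genes were higher and 0 lower at an adjusted p of at most 0.05, and 9 had an unadjusted p below 0.05. This count also depends on single libraries, as CYP71A12, 1 of the 5, was above 0.05 without SPB replicate 2 or 3 (limma). Over all genes, those at that adjusted p fell from 1464 to 112 and 74 without these libraries. The fits with 1 library left out are not given here for FMO1, WRKY70, ICS1 and CBP60g, the other genes of the 5. PR2 was called lower only without SP replicate 2 (log2 fold change -1.01). The list was written by hand and does not cover the GO terms. Outside it, AZI1 (log2 fold change -1.95), EARLI1 (-1.65) and WRKY18 (-1.33) were down-regulated DEGs, in the direction that the paper states. Only genes that fell were picked, so they do not give the balance of directions outside the list. With 1 library left out, AZI1 and EARLI1 remained DEGs only without SP replicate 2, and WRKY18 only without SP replicate 2 or SPB replicate 1. With all 6 libraries, none of the 3 was a DEG with no filter on mean FPKM (limma adjusted p of 0.0708, 0.0818 and 0.0543) or with the replicate block and the GC and length correction, which was chosen after seeing the data, and AZI1 and EARLI1 were not with a replicate block (limma adjusted p of 0.0628 and 0.057). The paper names a ChaC-like family protein and ATSDI1 among the genes regulated by SA187. Neither ATSDI1 (log2 fold change 0.22, limma adjusted p = 0.164) nor the ChaC-like genes tested, GGCT2;2 (0.045) and AT1G44790 (-0.25), passed the threshold here. GGCT2;1, below the filter and not tested, was at most 0.765 FPKM in SPB libraries and at least 0.842 FPKM in SP libraries.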

Other observations

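The tests of the class of AT2G01021, of leaf transcripts, of root-hair genes, and of other splits for the up- and down-regulated genes and for every list but root morphogenesis were chosen only after the results were seen. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many DEGs, and the same 1 gave as many up-regulated and as many down-regulated genes. The real split gave 130 DEGs and 4855 genes at an unadjusted p below 0.05, and the other splits gave 0 DEGs and 139 to 1131 such genes. The share of splits cannot fall below 0.1 with 10 splits, whatever the data, so this count alone cannot exclude an uneven grouping.

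With the class of libraries by AT2G01021 as a covariate there were 148 DEGs, 116 of them shared with the 130, which argues against that class as the whole cause. The split by that class gave 1131 genes at an unadjusted p below 0.05, the most of the other splits, and 0 DEGs, as did each of them. Greater depth of SPB replicates 2 and 3 is argued against by SPB replicate 1, the shallowest library. Of the 159 genes called without it, 157 were also tested with it, and 97.5% of these changed in the same direction in it, against 77.7% in 20 simulations of unchanged groups. The median change in SPB replicate 1 was 0.77 of that in the other SPB libraries. GC content and length are argued against as the whole cause, since 111 of the DEGs remained after the correction. Of the DEGs, 4 have a near-identical copy and 13 overlap another locus.

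Shoot tissue carried over into SP roots stays open as a source of the down-regulated genes, since the genes of the leaf photosynthesis list went both ways. The median log2 fold change of its 21 genes tested was 0.18, with 14 higher and 7 lower, 0 with an adjusted p of at most 0.05 and 2 with an unadjusted p below 0.05. Its mean was 0.038 (limma camera, adjusted p = 0.0391). Relative to all genes its value was 0.30 without SP replicate 1 and -0.15 without SP replicate 3, and -0.051 with the ratio of means. RBCS2B was at 31.4 FPKM in SP replicate 1 and at 0.395 to 1.99 FPKM in the other libraries, and the 2 most abundant genes of the list, LHCB1.3 and RBCS1A, changed by 0.33 (SE 0.17) and 0.29 (SE 0.18). Different handling at harvest stays open, as 14 touch and wound genes gave a limma camera p of 0.737 (adjusted p = 0.809 over the 2 added lists) with 3 higher and 11 lower. Their value relative to all genes was -0.080, and 0.0052 without SP replicate 3. The list leaves out TCH4, TCH2 and CML38, which had been seen among the down-regulated DEGs and go with this explanation, at log2 fold changes of -2.09 (SE 0.29, limma, adjusted p = 0.0135), -1.26 (SE 0.19, limma, adjusted p = 0.0165) and -1.25 (SE 0.29, limma, adjusted p = 0.0406). With 1 library left out, their highest limma adjusted p was 0.057, 0.0716 and 0.134. TCH4 was not a DEG without SP replicate 1 or SPB replicates 2 or 3, TCH2 also without SP replicate 3, and CML38 was a DEG only without SP replicate 2. With all 6 libraries TCH4 and TCH2 were DEGs under every alternative, and CML38 under 7 of 12 (limma, adjusted p from 0.022 to 0.11). A weaker response to salt also stays open, as 19 abscisic acid and salt genes gave a limma camera p of 0.809 with 7 higher and 12 lower. At an adjusted p of at most 0.05, 1 was higher and 1 lower. NCED3 changed by 0.67 (SE 0.15, limma, adjusted p = 0.0398) and RD29A by -0.54 (SE 0.13, limma, adjusted p = 0.0422). The abscisic acid and salt genes as a set had a value relative to all genes of 0.0064, which was -0.061 without SP replicate 3 and -0.057 without SPB replicate 1.

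The rise of the root morphogenesis list may be one of root-hair genes rather than of root genes in general. The 17 root-hair genes had a median log2 fold change of 0.73, with 16 higher and 1 lower (limma camera, adjusted p = 3e-13 over the 2 parts). Their adjusted p was 0.0635 with an estimated inter-gene correlation (limma camera) and 0.000903 under fry of limma. The 10 other genes tested had a median of 0.0091, with 6 higher and 4 lower (limma camera, adjusted p = 0.64). Adjusted over these genes alone, 0 were higher and 3 lower at a limma adjusted p of at most 0.05. These were CPC, WER and PLT1, with log2 fold changes of -0.47, -0.34 and -0.33, so the near-0 median hides falls. The difference between the 2 parts was not tested. Depth is argued against for this list, since its mean change was 0.387 in SPB replicate 1, with 18 genes above all SP libraries, beside 0.31 and 0.365 in SPB replicates 2 and 3. Only 1 of the 10 splits gave a camera p as small for this list, which alone cannot exclude an uneven grouping.

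For the other lists, the number of the 10 splits with a camera p as small as the real one was 8 for the sulfur genes of Fig. 4D, 3 for the ethylene genes of Fig. 4D, 4 for sulfate assimilation, 3 for defense, 4 for glucosinolate, 8 for ethylene response and 7 for leaf photosynthesis. The camera p of these lists is therefore also reached by other groupings of the same libraries.

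The estimated ratio of depth between SPB replicates 3 and 1, 2.86, is larger than the ratio between the ends of the range of reads that the paper states for its libraries. For this pair 42.5% of the genes used lay within 0.05 of a whole doubling, and the uncertainty of the ratio was not calculated. UBQ10 changed by 0.18 (SE 0.098, limma, adjusted p = 0.264) and ACT2 by 0.31 (SE 0.11, limma, adjusted p = 0.116). Without SPB replicate 1 the adjusted p of ACT2 was 0.0383 (limma, range 0.0383 to 0.306 with 1 library left out). LQY1 changed by 0.25 (SE 0.23, limma, adjusted p = 0.513). XTH6 was at 0.128 FPKM in SP roots and 0.00919 FPKM in SPB roots, and CHAT and DCF were below the filter as well. FSD2 was at 1.15 FPKM in SP and 0.635 FPKM in SPB roots, below the filter over all libraries, and AT4G00651 is 96.8% identical to it over 185 bp.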
